# Preservation of Metabolic Flexibility in Skeletal Muscle by a Combined Use of *n*-3 PUFA and Rosiglitazone in Dietary Obese Mice

**DOI:** 10.1371/journal.pone.0043764

**Published:** 2012-08-31

**Authors:** Olga Horakova, Dasa Medrikova, Evert M. van Schothorst, Annelies Bunschoten, Pavel Flachs, Vladimir Kus, Ondrej Kuda, Kristina Bardova, Petra Janovska, Michal Hensler, Martin Rossmeisl, Rui Wang-Sattler, Cornelia Prehn, Jerzy Adamski, Thomas Illig, Jaap Keijer, Jan Kopecky

## Abstract

Insulin resistance, the key defect in type 2 diabetes (T2D), is associated with a low capacity to adapt fuel oxidation to fuel availability, i.e., metabolic inflexibility. This, in turn, contributes to a further damage of insulin signaling. Effectiveness of T2D treatment depends in large part on the improvement of insulin sensitivity and metabolic adaptability of the muscle, the main site of whole-body glucose utilization. We have shown previously in mice fed an obesogenic high-fat diet that a combined use of *n*-3 long-chain polyunsaturated fatty acids (*n*-3 LC-PUFA) and thiazolidinediones (TZDs), anti-diabetic drugs, preserved metabolic health and synergistically improved muscle insulin sensitivity. We investigated here whether *n*-3 LC-PUFA could elicit additive beneficial effects on metabolic flexibility when combined with a TZD drug rosiglitazone. Adult male C57BL/6N mice were fed an obesogenic corn oil–based high-fat diet (cHF) for 8 weeks, or randomly assigned to various interventions: cHF with *n*-3 LC-PUFA concentrate replacing 15% of dietary lipids (cHF+F), cHF with 10 mg rosiglitazone/kg diet (cHF+ROSI), cHF+F+ROSI, or chow-fed. Indirect calorimetry demonstrated superior preservation of metabolic flexibility to carbohydrates in response to the combined intervention. Metabolomic and gene expression analyses in the muscle suggested distinct and complementary effects of the interventions, with *n*-3 LC-PUFA supporting complete oxidation of fatty acids in mitochondria and the combination with *n*-3 LC-PUFA and rosiglitazone augmenting insulin sensitivity by the modulation of branched-chain amino acid metabolism. These beneficial metabolic effects were associated with the activation of the switch between glycolytic and oxidative muscle fibers, especially in the cHF+F+ROSI mice. Our results further support the idea that the combined use of *n*-3 LC-PUFA and TZDs could improve the efficacy of the therapy of obese and diabetic patients.

## Introduction

Combined treatments with multiple mechanisms of action are required for a better handling of metabolic diseases associated with obesity [1]–[4]. Thus, dietary, lifestyle, and pharmacological interventions should all be considered in the therapy of patients with type 2 diabetes (**T2D**), the major metabolic disease triggered by obesity [5].

Naturally occurring *n*-3 long-chain polyunsaturated fatty acids (***n*-3 LC-PUFA**), namely eicosapentaenoic acid (**EPA**; 20∶5n-3) and docosahexaenoic acid (**DHA**; 22∶6n-3) are now regarded as healthy constituents of diets for diabetic patients [6]–[8]. These lipids, which are abundant in sea fish, act as hypolipidemics and augment the efficacy of the lipid-lowering drugs [4], and reduce cardiac events and decrease progression of atherosclerosis (reviewed in ref. [7], [9], [10]). Numerous animal studies demonstrated reduced accumulation of body fat in response to dietary *n*-3 LC-PUFA supplementation [11]–[18], especially when combined with calorie restriction [19], reflecting possibly reduced proliferation of fat cells [12], [20], and/or metabolic changes in the liver [15], [21], adipose tissue [13], [19], and intestine [22]. In contrast, only few randomized clinical trials demonstrated a reduction of adiposity after *n*-3 LC-PUFA supplementation [23]–[26], while other studies in humans could not reveal any anti-obesity effect of *n*-3 LC-PUFA [27], [28]. Moreover, in rodents, *n*-3 LC-PUFA prevented [14], [21], [29]–[31] and even reversed [14], [32] insulin resistance induced by high-fat feeding, while *n*-3 LC-PUFA had little effect on glycemic control and insulin sensitivity in diabetic patients [23], [33], [34].

Impairment of insulin sensitivity represents the key defect in T2D. It is associated with a low capacity to adapt fuel oxidation to fuel availability, i.e., metabolic inflexibility [35], [36]. This results in lower glucose oxidation during insulin-stimulated conditions and in relatively low activation of lipid catabolism when lipids represent the main metabolic fuel, which further support accumulation of ectopic fat and lipotoxicity with a deleterious effect on insulin signaling [35]. Recent studies based on metabolomics suggest that both incomplete mitochondrial fatty acid oxidation and abnormal metabolism of branched-chain amino acids (**BCAA**) [37], [38] could contribute to insulin resistance, especially in the context of high fat-feeding in rodents and/or obesity (reviewed in [39]). In turn, this novel mechanistic insight may help to develop causal and more effective treatment strategies for T2D patients.

In our previous studies, we sought to learn whether *n*-3 LC-PUFA could augment the effects of anti-diabetic drugs, namely thiazolidinediones (**TZDs**). Thus, using a model of dietary obese mice and euglycemic-hyperinsulinemic clamps to measure insulin sensitivity, we have demonstrated that the combined use of *n*-3 LC-PUFA and TZD rosiglitazone, both administered at a relatively low dose (a ‘combined intervention’), exerted synergistic effects in prevention as well as reversal of insulin resistance [14]. These effects reflected a synergistic improvement in muscle insulin sensitivity [14], depending possibly in part on the induction of adiponectin [14], [32]. The combined intervention also exerted additivity in the counteraction of both dyslipidemia [14], [32] and low-grade inflammation of adipose tissue [14]. Also pioglitazone, a TZD used currently in treatment of diabetic patients [40], prevented both dyslipidemia and impairment of glucose homeostasis more efficiently in the combination with *n*-3 LC-PUFA as compared with the single intervention [32]. In addition, rosiglitazone, at the low dose used [14], [32], but not pioglitazone [32], augmented the anti-obesity effect of *n*-3 LC-PUFA. Changes in plasma metabolome suggested that the anti-obesity effect of the combined intervention reflected induction of fatty acid β-oxidation [32].

Motivated by our findings revealing synergistic effect of the combined use of *n*-3 LC-PUFA and rosiglitazone on muscle insulin sensitivity in dietary obese mice (refs. [14], [32]; see also above), and by the fact that skeletal muscle is the main site of glucose uptake [35], we aimed to verify a hypothesis that improvement of metabolic flexibility is an important part of the beneficial effects of the combined intervention. We also sought to learn what are the mechanisms underlying the improvement of muscle insulin sensitivity in response to the combined intervention. To examine this, we applied our established treatment protocol to high-fat diet-fed mice [14], [32]. Indirect calorimetry results indicated superior preservation of metabolic flexibility to carbohydrates in response to the combined intervention. Moreover, metabolomic analysis as well as evaluation of gene expression in skeletal muscle revealed (i) partially distinct mechanisms of action of *n*-3 LC-PUFA and rosiglitazone, and (ii) additive activation of the switch between glycolytic and oxidative muscle fibers in response to the combined intervention.

## Results

### Assessment of Intervention

In agreement with our previous experiments [14], [32], when adult mice (see Fig. 1A) were randomly assigned to an obesogenic high-fat diet (**cHF**) or to the following cHF-based diets supplemented with (i) *n*-3 LC-PUFA (**cHF+F)**; (ii) a low dose of rosiglitazone (**cHF+ROSI**); and (iii) both *n*-3 LC-PUFA concentrate and rosiglitazone (**cHF+F+ROSI)**, only the combined intervention prevented development of obesity during 8 weeks of the high-fat feeding experiment (Table 1). As observed before [14], [32], food consumption was not significantly affected by any of the interventions (data not shown).

**Figure 1:**
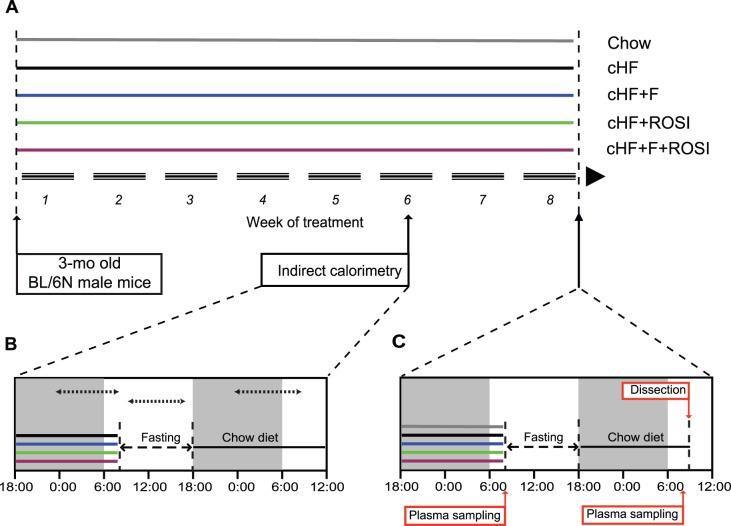
Overview of experimental setup. Starting at 3 months of age, subgroups of mice were fed either Chow or cHF diets, or subjected to various interventions (cHF+F, cHF+ROSI, and cHF+F+ROSI diets), which lasted for 8 weeks (**A**). During week 6 of the experiment, indirect calorimetry was performed using the ‘diet-switch protocol’ (**B**). At the end of the experiment, animals were killed either following the diet-switch protocol when re-fed Chow diet (**C**), or without any additional manipulations, while offered various cHF-based diets (not shown). White and grey background (**B, C**), light and dark phase of the day, respectively. Dotted arrow lines (**B**), periods of data collection for calculation of the mean values of *V*0_2_, RER, and PRCF (see Table 1 and Fig. 2).

**Table 1:** Growth characteristics and plasma parameters.

	Chow	cHF	cHF+F	cHF+ROSI	cHF+F+ROSI
Body weight (g)					
Initial	24.7±0.8	25.9±0.5	26.2±0.5	25.1±0.3	25.5±0.4
Final	31.4±1.0	37.6±1.1^f^	34.8±1.1	37.4±1.2^f^	32.3±0.8a,c
Body weight gain	5.7±0.5	11.7±1.3^f^	8.6±1.0	12.2±1.1^f^	6.8±0.9a,c
Plasma parameters					
cHF-based diets					
Triglycerides (mmol/l)	0.70±0.05	0.90±0.11	0.55±0.06	0.55±0.04^f^	0.46±0.03a,f
NEFA (mmol/l)	0.56±0.06	0.48±0.08	0.30±0.03^f^	0.44±0.05	0.33±0.05^f^
Glucose (mmol/l)	15.1±0.6	14.6±0.4	14.1±0.3	14.6±0.6	14.1±0.4
Insulin (nmol/l)	0.13±0.01	0.38±0.07^f^	0.24±0.03	0.30±0.03	0.19±0.05^a^
Re-fed Chow					
Triglycerides (mmol/l)	0.69±0.13	0.84±0.17	0.63±0.06	0.47±0.06	0.56±0.10
NEFA (mmol/l)	0.39±0.11	0.33±0.03	0.46±0.06	0.35±0.04	0.27±0.07
Glucose (mmol/l)	18.3±1.11	15.5±1.1	13.4±0.8^f^	16.2±0.7	15.2±0.5^f^
Insulin (nmol/l)	0.11±0.02	0.15±0.02	0.12±0.03	0.16±0.03	0.09±0.01
β-HB (µmol/l)	46.0±7.5	95.4±18.1^f^	68.1±6.9^f^	94.3±11.1^f^	35.2±6.4a,c
* n*	6	8–10	8–10	8–10	8–10

Three-month-old mice were placed on various diets and killed 8 weeks thereafter. Plasma parameters were followed as described in Methods, either in mice with free access to various cHF-based diets, or when mice were re-fed Chow (using the diet-switch protocol; see also Fig. 1C). BHB, β-hydroxybutyrate in the animals re-fed Chow.

a Significantly different from cHF;

b significantly different from cHF+F;

c significantly different from cHF+ROSI;

d significantly different from cHF+F+ROSI (ANOVA).

f Significantly different from Chow (*t*-test).

To evaluate plasma parameters at the end of the experiment at week 8, a ‘diet-switch protocol’ was applied (see Fig 1 and Methods), similarly as in the case of indirect calorimetry, which was performed during week 6 (see below). Thus, mice, which were fed during the whole experiment various cHF-based diets, were fasted during the light phase of the day and re-fed standard low-fat (**Chow**) diet during the night. Plasma was collected and glycemia was measured in (i) mice with *ad libitum* access to various cHF-based diets, before fasting, and (ii) mice re-fed Chow overnight. In the mice before fasting, the combined intervention strongly reduced plasma levels of triglycerides, even when compared with the mice fed Chow diet. Moreover, both *n*-3 LC-PUFA containing diets (cHF+F and cHF+F+ROSI) decreased NEFA levels in plasma (Table 1). Glycemia was not affected by any of the interventions (Table 1), in spite of the synergistic improvement of muscle insulin sensitivity in response to the combined intervention observed already before [14], [32]. Feeding cHF diet increased plasma insulin levels as compared with the Chow mice, while the combined intervention counteracted this effect (see also refs [14], [32]).

In the animals fasted during the day and re-fed Chow overnight, the hypolipidemic effects of *n*-3 LC-PUFA containing diets disappeared, and insulin levels in all the groups were similar to the Chow-fed control mice. Glycemia was similar in all the animals maintained on various cHF-based diets during the experiment, while insulin levels tended to be lower in the cHF+F+ROSI as compared with the cHF mice (Table 1). In addition, the combination intervention prevented cHF-induced elevation of β-hydroxybutyrate levels in plasma, while the single interventions had no effect (Table 1).

### Assessment of Metabolic Flexibility

During week 6 of the experiment, indirect calorimetry was performed, using the diet-switch protocol mentioned above, i.e., during the course of the subsequent periods of (i) feeding various cHF-based diets, (ii) fasting, and (iii) re-feeding Chow diet (i.e., low-fat diet with a carbohydrate/fat ratio of 16.3, wt/wt, as compared with the corresponding ratio of 1.0 in the case of the cHF-based diets; see Methods and ref. [14]). Neither oxygen consumption (***V*** **O_2_**), nor respiratory exchange ratio (**RER;** calculated as carbon dioxide production, ***V*** **CO_2_**, divided by *V*O_2_), the marker of fuel partitioning, were affected by any of the interventions, except for (i) a slight depression of *V*O_2_ in the cHF+F+ROSI mice during fasting (Table 2), and (ii) an increase in RER during re-feeding Chow diet in response to all the interventions. This increase was similar in the cHF and cHF+ROSI mice (Fig. 2B, Table 2), while the cHF+F mice exhibited a transiently higher induction during the second half of the dark phase of the day (Fig. 2B). Mice subjected to the combined intervention displayed the highest induction, which prevailed even during the light phase of the day (Fig. 2B). Percent relative cumulative frequency (**PRCF**) curves were constructed, based on RER values pooled from all animals within a given dietary group. This was done for the fasting and Chow periods (Fig. 2C). The values of log EC_50_ of PRCF (50^th^ percentile value) correspond to median RER values [41]. This robust approach confirmed the RER data, indicating a shift from lipid to carbohydrate oxidation in response to re-feeding mice Chow diet, with the highest flexibility in the mice subjected to the combined intervention (Fig. 2C and Table 2).

**Figure 2:**
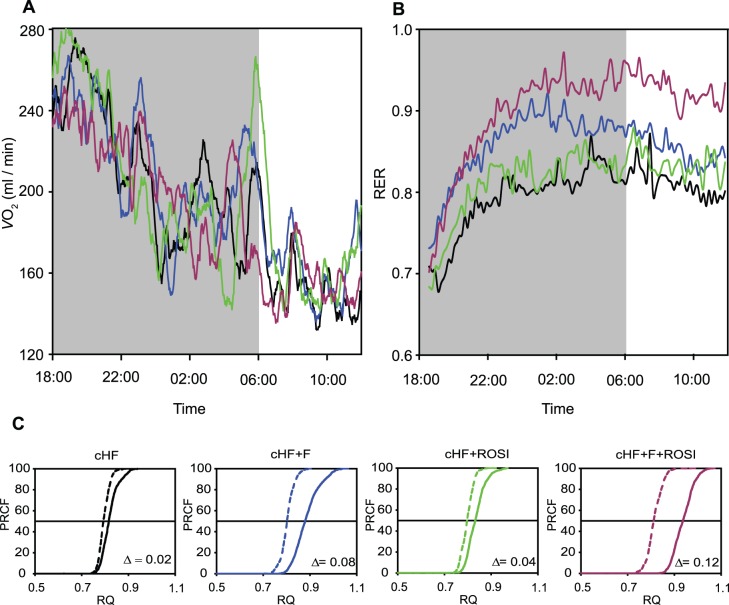
Indirect calorimetry. During week 6 of the experiment, in mice fed cHF diet , or mice subjected to various interventions (cHF+F, cHF+ROSI, and cHF+F+ROSI diets; *n* = 5; mice randomly chosen from each subgroup, see Table 1), indirect calorimetry was performed using the diet-switch protocol (Fig. 1B). Thus, during the first part of the measurements (between 6.00 p.m. and 8.00 a.m.), animals had *ad libitum* access to water and various cHF-based diets. After that period, the diets were removed and the animals fasted for 10 hours (between 8.00 a.m. and 6.00 p.m.). At the beginning of the dark phase of the day cycle (at 6.00 p.m.), all the subgroups were offered Chow diet and the measurements continued for 20 more hours. **A** and **B**. Oxygen consumption (**A**) and RER values (**B**) during re-feeding Chow diet (mean values). **C**. Plots of PRCF of RER values during the periods of fasting (broken lines; data collected between 9.00 a.m. and 5.00 p.m.) and re-feeding Chow (solid lines; data collected between 0.00 p.m. and 8.00 a.m.). Each curve represents the data pooled from all mice within a given group (*n* = 5; see above; ∼1,200 RER measurements per curve). For the means over different periods of the measurements and for the statistical analysis of these data, see Table 2.

**Table 2:** Indirect calorimetry.

	cHF	cHF+F	cHF+ROSI	cHF+F+ROSI
*V*O_2_ (ml/min)				
Original diets	2.00±0.04	1.99±0.09	1.97±0.04	1.97±0.06
Fasting	1.83±0.06	1.83±0.03	1.94±0.08	1.69±0.04^b^
Re-feeding Chow	1.85±0.06	1.90±0.06	1.86±0.06	1.81±0.04
RER				
Original diets	0.84±0.01	0.84±0.01	0.83±0.01	0.87±0.01
Fasting	0.80±0.01	0.80±0.01	0.80±0.01	0.81±0.01
Re-feeding Chow	0.85±0.03	0.89±0.02	0.84±0.02	0.94±0.02^ab^
ΔRER	0.05±0.02	0.08±0.01	0.04±0.01	0.12±0.01^ab^

At 6 weeks after the initiation of the experiment, oxygen consumption (*V*O_2_) and carbon dioxide production were recorded every 2 min using indirect calorimetry. The measurements were performed following the diet-switch protocol in individual mice (Fig. 1B). During the first part of the measurements (between 6.00 p.m. and 8.00 a.m.), animals had *ad libitum* access to water and various cHF-based diets. After that period, the animals were fasted for 10 hours. At the beginning of the dark cycle at 6.00 p.m., all subgroups were switched to Chow diet, and the measurements continued for 20 more hours (‘Re-feeding Chow ‘). The measurements were performed under the 12-hour light-dark cycle (lights on from 6∶00 a.m.) at ambient temperature of 22°C. Data are means±SE (*n* = 5; mice randomly chosen from each subgroup, see Table 1) expressed for the following three time-periods (i) from 0.00 p.m. to 8.00 a.m., feeding various cHF-based diets; (ii) from 9.00 a.m. to 5 p.m., fasting; and (iii) from 0.00 p.m. to 8.00 a.m., re-feeding Chow. ΔRER, the difference in RER between mice re-fed Chow diet and fasted mice.

a Significantly different from cHF diet;

b significantly different from cHF+ROSI diet (ANOVA).

### Targeted Metabolomic Analysis in Skeletal Muscle

To characterize the role of muscle, the major organ of energy utilization, in the differential modulation of metabolic flexibility by the treatments, targeted metabolomics analysis in the muscle was performed in mice re-fed Chow diet (see also Fig. 1). Concentrations of 163 metabolites (Table S1) providing sets of hexoses, amino acids, sugars, acylcarnitines and phospholipids were measured using flow injection analysis/thermospray mass spectrometry (**FIA-MS**) with Biocrates Absolute*IDQ*™ targeted metabolomics technology.

Partial least squares-discriminant analysis (**PLS-DA**) of the data separated mice into three distinct groups, namely the cHF mice, the cHF+ROSI mice, and the group of mice fed the diets containing *n*-3 LC-PUFA (both cHF+F and the cHF+F+ROSI mice; Fig. 3A). The first PLS-DA component (X-axis) showed a strong separation between the mice fed diets containing or not *n-3* LC PUFA, while the second PLS-DA component (Y-axis) showed a separation between the cHF mice and the cHF+ROSI mice. A loading scatter plot was constructed to determine the variables (metabolites) discriminating between the groups (Fig. 3B). Concerning the PLS-DA component 1, the most influential metabolites were glycerophospholipids, reflecting a difference in fatty acid composition of the diets. Most of sphingolipids were associated with the cHF+F and cHF+F+ROSI mice (Fig. 3B and Fig. S1). The metabolites having the greatest influence on the separation of the cHF mice were acylcarnitines and amino acids (Fig. 3B and Fig. S1).

**Figure 3:**
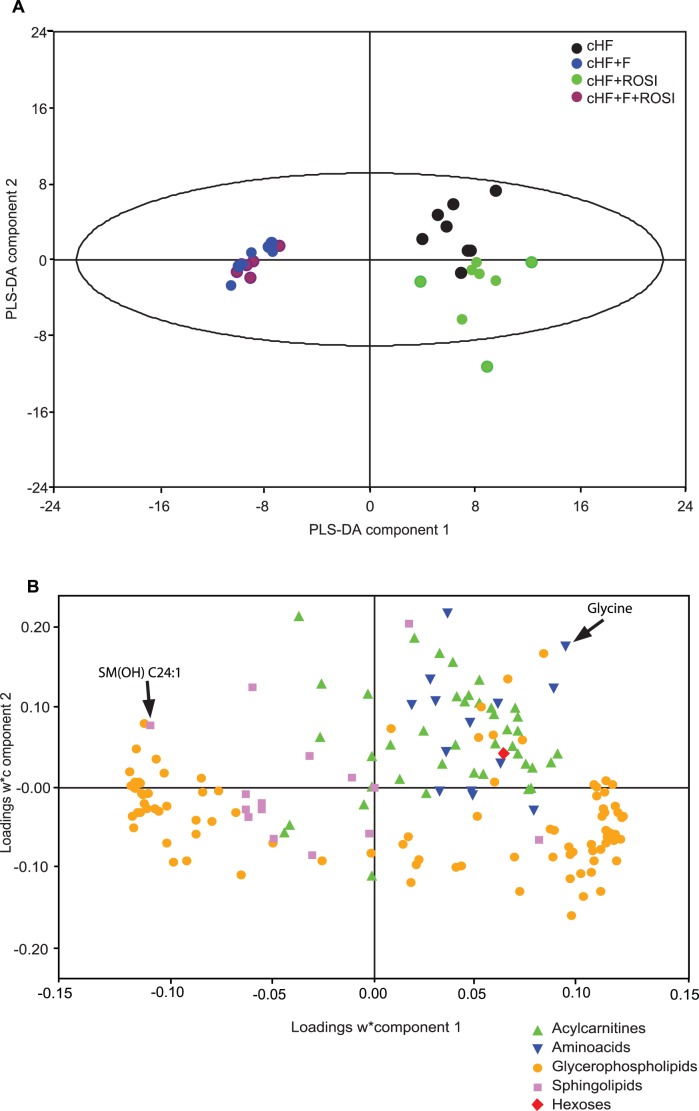
The effects of various interventions on gastrocnemius muscle metabolome. At 3 month of age, subgroups of mice were fed cHF diet, or subjected to various interventions using cHF-based diets (cHF+F, cHF+ROSI, and cHF+F+ROSI). Animals were killed while re-fed Chow diet (see the diet-switch protocol and Fig. 1). Targeted metabolomics analysis was performed in gastrocnemius muscle extracts. In total, concentrations of 163 metabolites were determined using FIA-MS with the Biocrates AbsoluteIDQ™ technology (see Table S1) and PLS-DA was performed. **A**. 2D-score scatter plot of the first (X-axis) and the second (Y-axis) PLS-DA component are shown for selected groups of mice (*n* = 7–8; mice randomly chosen from each subgroup, see Table 1). Mice were fed cHF (black circles), cHF+ROSI (green circles), cHF+F (blue circles), or cHF+F+ROSI (violet circles) diets. **B**. Corresponding loading scatter plot. Acylcarnitines (green triangle), amino acids (inverted blue triangle), glycerophospholipids (yellow circles), sphingolipids (violet circles) and sum of hexoses (red diamante) are shown. The score (**A**) and loading (**B)** plots complement each other. The position of objects (muscle sample) in a given direction in the score plot is determined by variables (metabolites) lying in same direction in the loading plot. For identification of the individual metabolites shown in **B**, see Fig. S1.

We generated heat maps of the correlation matrices of all pairwise correlations of muscle acylcarnitines (Fig. 4). These metabolites are formed in mitochondria, equilibrate with their cognate acyl CoAs and provide a detailed signature of mitochondrial fatty acid metabolism. Obesity accelerates fatty acid metabolism with possible accumulation of incomplete oxidation products, which may exacerbate insulin resistance [37], [38], [42]. Strong associations between all 14 acylcarnitines reflect complete β-oxidation of fatty acids, while reciprocal association between short-chain and long-chain acylcarnitines reflect a metabolic block, when fatty acids are metabolised only partially [37], [42]. Furthermore, acetylcarnitine (**C2**) can be used as a marker of acetyl-CoA levels, whereas odd-chain acylcarnitines, namely propionyl-L-carnitine (**C3**) and isovalerlycarnitine (**C5**), are primarily derived from catabolism of BCAA [37]–[39]. Our analysis revealed several hotspots and patterns, which discriminated between the interventions. The interpretations given above indicate that *n*-3 LC PUFA improved efficiency of β-oxidation (Fig. 4A vs Fig. 4B), while rosiglitazone alone had only a negligible effect (Fig. 4A vs Fig. 4C). The combined intervention resulted in a strong regulation of the metabolism of BCAA (C3 and C5 hotspots) and specifically unmasked the involvement of the hydroxylated C4 metabolite (**C4-OH**; Fig. 4D), i.e., either hydroxybutyrylcarnitine or malonylcarnitine (Table S1). This was supported by analysis at the level of individual metabolites, which revealed that even side-chain (C>10) acylcarnitines, arising from incomplete mitochondrial β-oxidation [37], [42], were significantly reduced in response to the *n*-3 LC-PUFA, while they were not affected by rosiglitazone. Levels of shorter side-chain (C<10) acylcarnitines did not change, while levels of odd-chain acylcarnitines (C3+C5) tended to be decreased by all the interventions. Together with the heatmap analysis, these results suggest different mechanisms engaged in the beneficial effects of the single interventions on insulin sensitivity. Thus, *n*-3 LC-PUFA ameliorate lipid-induced mitochondrial stress [37], [42], while the combination with *n*-3 LC-PUFA and rosiglitazone probably augments insulin sensitivity by the modulation of branched-chain amino acid metabolism [37], [38]. Furthermore, C4-OH levels were decreased by all the interventions (Table S1 and Fig. 5A) and *n*-3 LC-PUFA, especially in combination with rosiglitazone, exerted a suppressive effect on the concentration of free amino acids in the muscle (Table S1 and Fig. 5B). Glucogenic amino acids, namely glycine and serine, were more affected than amino acids that are both glucogenic and ketogenic, like tyrosine (Fig. 5B). These results are in favour of the synergistic improvement of muscle insulin sensitivity by the combined intervention (see Discussion).

**Figure 4:**
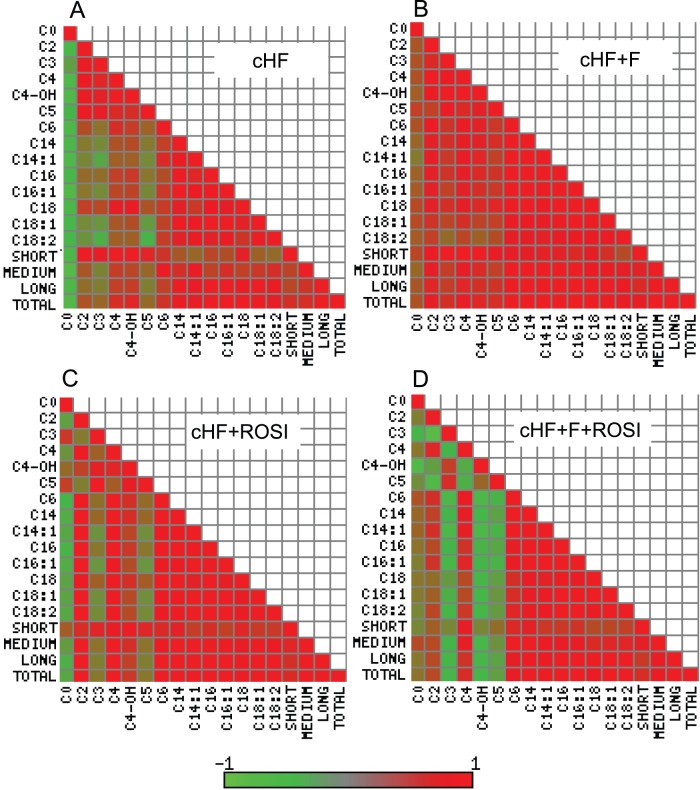
Heatmap analysis of the effects of various interventions on selected analytes in the muscle. Analysis was performed in mice re-fed Chow diet (see Fig. 1 and Fig. 3). Heatmap representations of the pairwise correlation matrix were generated using selected muscle metabolites in mice fed cHF (**A**), cHF+F (**B**), cHF+ROSI (**C**), and cHF+F+ROSI (**D**) diets. Each square represents Pearson correlation coefficient between the metabolite in the row with that in the column. The strength of correlation (red, positive; green, negative) is expressed as a color intensity, see the color scale bar. CX, acylcarnitine with the chain of X carbons; SHORT, sum of acylcarnitines C3-C7; MEDIUM, sum of carnitines C8-C13; LONG, sum of acylcarnitines C14–18; TOTAL, sum of all acylcarnitines.

**Figure 5:**
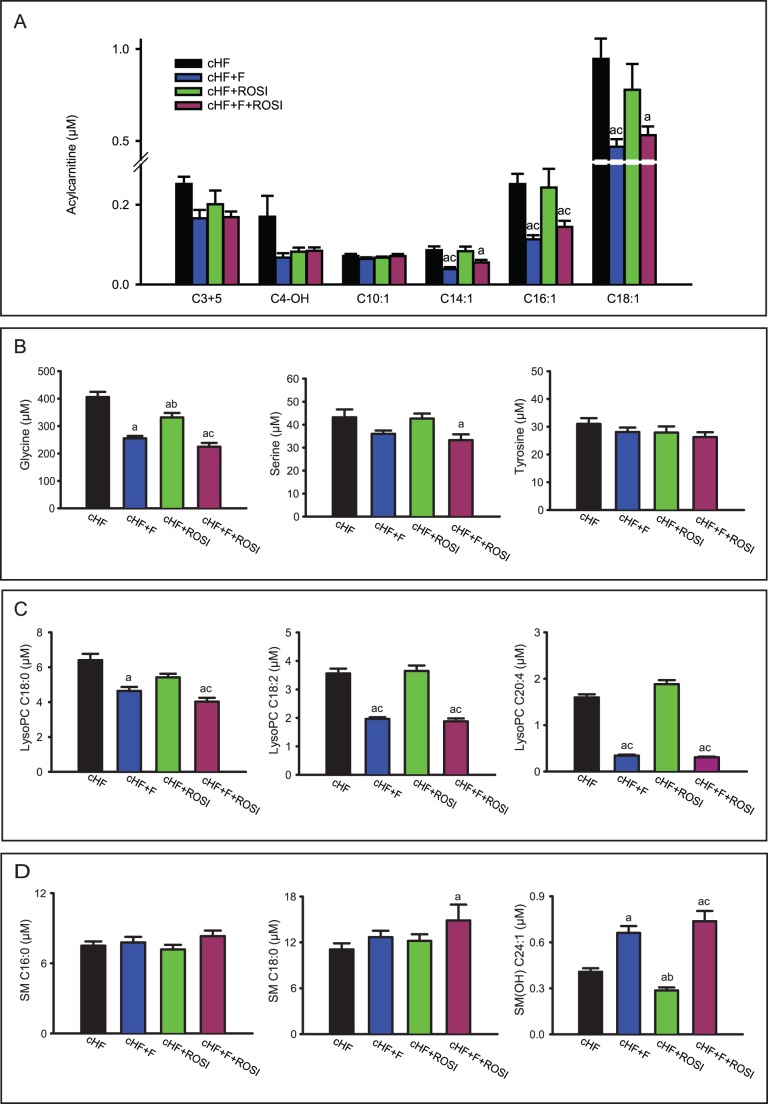
Concentrations of selected metabolites in gastrocnemius muscle extracts. Analysis was performed in mice re-fed Chow diet (see Fig. 3 and Table 1). **A.** Carnitines: propionyl-L-carnitine and isovalerlycarnitine (C3+C5); malonyl-L-carnitine (C4-OH); and various even-chain monounsaturated acylcarnitines (C10∶1, C14∶1, C16∶1, and C18∶1; individual acylcarnitines are denoted by their side chain; see Table S1). **B**. Amino acids. **C.** Lysophosphatidylcholines: stearoyl lysophasphatidylcholine (lysoPC C18∶0); linoleoyl lysophosphatidylcholine (lysoPC C18∶2); and arachidonoyl lysophasphatidylcholine (lysoPC C20∶4). **D.** Sphingolipids: palmitoyl sphingomyeline (SM C16∶0); stearoyl sphingomyeline (SM C18∶0); and hydroxysphingomyeline [SM(OH) C24∶1]. **D.** Data are means±SE (*n* = 7–8). Dietary groups are: cHF (black bars), cHF+F (blue bars); cHF+ROSI (green bars) and cHF+F+ROSI (violet bars). ^a^Significantly different from cHF; ^b^significantly different from cHF+F; ^c^significantly different from cHF+ROSI (ANOVA).

In accordance with the changes in their plasma levels and amelioration of obesity-associated low-grade inflammation [32], the content of most of lysophosphatidylcholines (**lysoPCs**) were reduced in response to *n*-3 LC-PUFA also in the muscle, specifically lysoPCs with polyunsaturated fatty acids C18∶2-, C20∶3-, and C20∶4- side chains (Table S1 and Fig. 5C). The combined intervention tended to exert the most pronounced effects. Levels of sphingolipids (**SM**) were hardly regulated, except for hydroxysphingomyeline C24∶1 [**SM(OH) C24∶1**], which was strongly induced by *n*-3 LC-PUFA, especially in the combined intervention, while rosiglitazone alone had the opposite effect (Table S1 and Fig. 4D).

### Gene Expression in Skeletal Muscle

To investigate the effects of the interventions on gene expression in the skeletal muscle, whole genome microarray analysis was performed in mice re-fed Chow diet. As the initial step, three groups were compared, being the cHF+F and cHF+ROSI versus the control cHF mice. Non-stringent analysis of the results suggested that both single interventions regulated genes engaged in various biological processes, with only a partial overlap, and with a stronger effect of *n*-3 LC PUFA (Table 3). The stronger effect of *n*-3 LC PUFA agrees with the stronger effects observed for metabolomic data as analyzed by PLS-DA (Fig. 3A).

To examine the most prominent changes, genes with a significant regulation with an absolute fold change (**FC**) ≥1.5 were selected (Table S3). In total, 18 and 12 well annotated genes were detected when the effects of *n*-3 LC PUFA (Table S2; 12 genes down-regulated, 6 genes up-regulated in the cHF+F mice), and rosiglitazone (Table S3; 5 genes down-regulated, 7 genes up-regulated in the cHF+ROSI mice), respectively, were compared. All detected genes were unique, and mostly specific for the different interventions, while their number was very small compared to the number of genes detectable using the Agilent oligonucleotide arrays (see Methods).

**Table 3:** Differentially expressed, unique genes classified in biological processes.

	Upregulated		Downregulated		Total	
Single interventions	cHF+F	cHF+ROSI	cHF+F	cHF+ROSI	cHF+F	cHF+ROSI
Immune response	17	1	24	4	41	5
Development	15	5	12	2	27	7
G-protein signaling	9	0	13	0	22	0
Angiogenesis	11	4	10	8	21	12
Cell cycle	3	3	15	7	18	10
Transport	4	0	4	0	8	0
Total:	27	7	42	15	69	22

Single interventions, unique genes with absolute FC ≥1.2 significantly different from cHF; combined intervention, unique genes with absolute FC ≥1.2 significantly different from cHF+F (*t*-test). Genes were manually classified in biological processes using scientific literature and bioinformatical resources, following initial MetaCore pathway analysis.

As the second step, we sought to find the genes, which could be additively/synergistically affected by the combined intervention by direct comparison of the cHF+F+ROSI versus cHF+ROSI mice. 

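The data behind this comparison were 16 two-color microarrays, 1 for each of 8 cHF+ROSI and 8 cHF+F+ROSI mice. The cHF+ROSI mice had received the corn-oil-based high-fat diet with rosiglitazone, an agonist of the nuclear receptor PPARγ, at 10 mg per kg diet for 8 weeks, and in the cHF+F+ROSI mice a concentrate of n-3 LC-PUFA also replaced 15% of the dietary lipids. RNA of gastrocnemius, a muscle of the calf, was labelled with Cy5 for each mouse, and an equimolar pool, which also held samples not analysed here, was labelled with Cy3 and hybridised to every array, so that each mouse was measured as a ratio to the same reference. No dyes were swapped. The arrays lay on 4 slides of 4 arrays, with the cHF+ROSI mice at positions 1 and 3 and the cHF+F+ROSI mice at positions 2 and 4 of every slide, so that position could not be separated from diet in the Cy5 signal. The authors deposited the spot intensities of each array as quantified by Feature Extraction and a table of normalized log2 values. The median Cy5 signal over background of an array lay between 2.33 and 3.64 in the cHF+ROSI mice (median 3.41) and between 2.98 and 3.46 in the cHF+F+ROSI mice (median 3.35). In the Cy3 channel it was lower, with a median of 1.89 on the cHF+ROSI arrays and 1.95 on the cHF+F+ROSI arrays, so that ratios of weakly expressed genes were limited by the reference. For the values given here, the median signals were corrected for background by normexp with an offset of 50, probes with a mean signal over background of at least 2 in both channels were kept, each array was normalized by loess, spots of the same probe were averaged and the groups were compared by limma. This left 19398 probes. The offset and loess both make fold changes of weak probes smaller. In the Cy3 channel, which held the same pool on every array, 0 probes differed between the arrays of the groups at an adjusted p of 0.05 in limma, and 700 did so before adjustment. The methods' t-test, which the paper names for the arrays only in the note to Table 3, called 1 probe there. The number of arrays limits the precision of all values.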

A higher number of genes was regulated as compared with the sum of genes regulated by single interventions (Table 3). 

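At an unadjusted p of up to 0.05 and an absolute FC of at least 1.2, 289 probes of 262 genes differed between the cHF+F+ROSI and the cHF+ROSI mice. Of these probes, 197 were lower and 92 were higher in the cHF+F+ROSI mice. This share of 68.2% lower probes was 54.7% with the signals as processed by Feature Extraction, 54.3% with the Cy5 channel alone and 57.4% in the authors' normalized table. With uncorrected signals, median centring and the filter on the average of both channels, an alternative chosen after seeing the data, it was 43.8%, so that more probes were higher. The count depended on how the arrays were normalized and was largest with the processed signals, which gave 826 probes. In the authors' table, limma counted 686 probes of 624 genes. Without the limit on FC, 1447 of the 19398 probes had an unadjusted p of up to 0.05, and 3 probes passed an adjusted p of 0.05. Single interventions were compared with the cHF mice on other arrays, which were not analysed here.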

Focusing on the most regulated genes using FC ≥1.5 as a threshold again, in total 39 well-annotated genes were identified to be differentially expressed, with most of these showing a lower expression in the cHF+F+ROSI mice (Table S4). 

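At an unadjusted p of up to 0.05 and an absolute FC of at least 1.5, 29 probes, each of a different gene, differed between the groups. Of these, 25 were lower and 4 were higher in the cHF+F+ROSI mice, and 19 were among the 40 probes of Table S4. All 38 probes of Table S4 that passed the background filter had the listed direction. Among them 37 had an unadjusted p of up to 0.05 and 19 an FC of at least 1.5. Adjusted over the list alone, 37 passed 0.05 in limma, and adjusted over all probes 1 did. Over all probes, 0 passed with scale normalization, 0 with the replicate number as a block and 0 by the methods' t-test (where 30, 38 and 34 had an unadjusted p of up to 0.05), 3 with the Cy5 channel alone, 4 without background correction, 4 with array quality weights, 5 in the authors' normalized table and 6 with the signals processed by Feature Extraction. The list was chosen on these mice, so the counts within it are not independent evidence. In 19 of 100 random splits of the 16 mice into 8 and 8, the real one included, at least 29 probes passed both limits. Chance can therefore not be excluded for this count. The alternative that moved the count of 29 probes most was the use of the signals processed by Feature Extraction, with 76 probes. The share of lower probes at this FC was 86.2%, and 66.7% with scale normalization between arrays. With single arrays left out, it ranged from 69.6% without cHF+ROSI replicate 1 (16 lower and 7 higher) to 92.5% without cHF+ROSI replicate 8. All positions refer to the NCBI36 (mm8) mouse assembly used in the files. Cyp26b1, which encodes an enzyme degrading retinoic acid, was measured by a probe on chromosome 6 from 84537616 to 84537675. Its log2 ratio to the reference pool was -0.83 ± 0.31 (SD, n = 8) in the cHF+F+ROSI mice and 0.05 ± 0.24 (SD, n = 8) in the cHF+ROSI mice, a log2 fold change of -0.88 (standard error 0.13, adjusted p = 0.0126 from limma). No cHF+F+ROSI mouse overlapped with a cHF+ROSI mouse, and the exact two-sided permutation test gave p = 0.0001554, the smallest that 8 mice against 8 allow. Its adjusted p did not pass 0.05 with scale normalization, with the replicate number as a block or by the methods' t-test. The replicate numbers did not pair the mice, so a call lost with that block says little. With the slide as a block, 1 probe of Table S4 passed the adjustment over all probes. Zmynd17 was measured on chromosome 14 from 19271745 to 19272112 and had a log2 ratio of -1.03 ± 0.53 (SD, n = 8) in the cHF+F+ROSI mice and 0.08 ± 0.39 (SD, n = 8) in the cHF+ROSI mice, a log2 fold change of -1.11 (standard error 0.21, adjusted p = 0.0939 from limma), and its groups overlapped. Scd1, the gene of stearoyl-CoA desaturase 1, lies under a probe on chromosome 19 from 44448208 to 44448267. The ratio was -0.62 ± 0.86 (SD, n = 8) in the cHF+F+ROSI mice and 0.19 ± 0.51 (SD, n = 8) in the cHF+ROSI mice, a log2 fold change of -0.81 (standard error 0.32, adjusted p = 0.591 from limma), with an exact permutation p of 0.0393, so that its difference did not pass the adjustment over all probes. Trib3 (chromosome 2 from 152029060 to 152029119) reached 0.78 ± 0.44 (SD, n = 8) in the cHF+F+ROSI mice and 0.06 ± 0.13 (SD, n = 8) in the cHF+ROSI mice, a log2 fold change of 0.72 (standard error 0.15, adjusted p = 0.149 from limma), and all 8 cHF+F+ROSI mice lay above the cHF+ROSI mean. The adjusted p of Trib3 passed 0.05 in limma without background correction (0.0232), with the processed signals (0.0291), with the Cy5 channel alone (0.0186) and in the authors' normalized table (0.0204), so that its call depended on the processing. Mthfd2, with a log2 fold change of 0.60 (standard error 0.11, adjusted p = 0.0918 from limma), passed in limma under the same settings (0.00102, 2.31e-04, 6.88e-04 and 0.00196) and with array quality weights (0.0207). A second Trib3 probe had a log2 fold change of 0.15. By the paper's qRT-PCR of re-fed mice, Trib3 was higher too (log2 ratio 0.57), and the paper marks this difference as significant. Scd1 was lower there (log2 ratio -0.48), without such a mark between these groups. Vapb and Tra2a, both lower by their Table S4 probes, each had 1 other probe that was lower too, with log2 fold changes of -0.35 and -0.38, and 1 that was not, with 0.05 and 0.15.

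**Figure D1:**
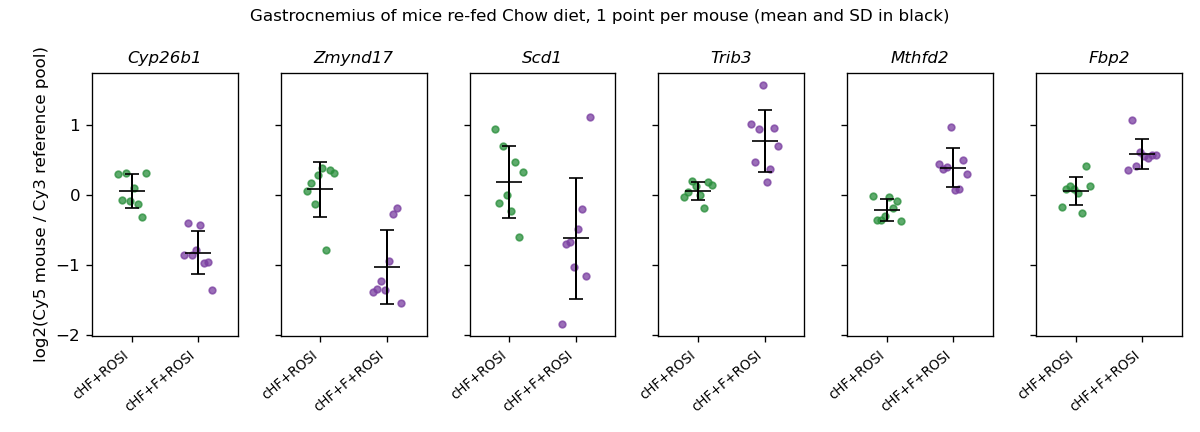
Log2 ratio of the Cy5 signal of each mouse to the Cy3 reference pool for 6 genes of Table S4, with 1 point per mouse, 8 mice per group, and the mean and SD in black. Cyp26b1, Zmynd17 and Scd1 were lower and Trib3, Mthfd2 and Fbp2 were higher in the cHF+F+ROSI mice, and the Cyp26b1 and Mthfd2 values of the groups did not overlap.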

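With the limit on FC raised to 2.0, 1 probe remained at an unadjusted p of up to 0.05 in the comparison of the cHF+F+ROSI with the cHF+ROSI mice, that of Zmynd17 with a log2 fold change of -1.11. Itgb1bp3, Csrp3 and Cyp26b1 followed, with log2 fold changes of 0.98, -0.92 and -0.88. With the log2 values of the authors' normalized table, limma counted 4 probes. Without cHF+F+ROSI replicate 2, the count rose to 8. At least 1 probe passed in 53 of 100 random splits of the mice, the real one included, so chance cannot be excluded here either. The groups of Itgb1bp3 overlapped, with values from -0.50 to 2.09 in the cHF+F+ROSI mice and from -0.94 to 0.27 in the cHF+ROSI mice.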

The total number of differentially expressed genes, as well as the extent of their regulation was still relatively small (4 genes detected with FC ≥2.0; Table S4).

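Among the genes of Tables S2, S3 and S4 that Table S5 lists for qRT-PCR, Fbp2, the muscle form of fructose bisphosphatase, was higher in the cHF+F+ROSI than in the cHF+ROSI mice by a log2 fold change of 0.53 (standard error 0.10, adjusted p = 0.0939 from limma), and all 8 cHF+F+ROSI mice lay above the cHF+ROSI mean (exact two-sided permutation test, p = 0.0004662). The adjusted p of Fbp2 passed 0.05 with the processed signals (0.0495) and with array quality weights (0.0367). Cyp1a1 was too weak in the Cy3 channel to pass the background filter. Without the filter its log2 fold change was 0.39, with an exact permutation p of 0.00824 and an adjusted p of 0.601 from limma. In the authors' normalized table the log2 fold change of Cyp1a1 was 0.63 (adjusted p = 0.0182 from limma), so that its call depended on the processing. By the paper's qRT-PCR of re-fed mice, Cyp1a1 was higher too (log2 ratio 0.41), and the paper marks this difference as significant. Fbp2 was also higher there (log2 ratio 0.47), without such a mark between these groups. The genes of slow fibres were lower in the cHF+F+ROSI mice but by less than their spread between mice. Their log2 fold changes were -0.57 for Myh7 (exact permutation p = 0.425), -0.39 for Myh6 (exact permutation p = 0.389) and -0.37 for Tnnc1 (exact permutation p = 0.405). With each mouse left out in turn, the values ranged from -0.85 to -0.12 for Myh7, from -0.63 to -0.19 for Myh6 and from -0.57 to -0.14 for Tnnc1. They were farthest from 0 without cHF+ROSI replicate 8, and nearest to 0 without cHF+F+ROSI replicate 2 for Myh7 and Tnnc1 and without cHF+ROSI replicate 3 for Myh6. Pdk4, Ucp3 and Acot1 did not differ between these groups beyond the spread between mice either, with log2 fold changes of -0.25, 0.21 and -0.20 and exact permutation p of 0.384, 0.368 and 0.352. Leaving out single mice moved Pdk4 between -0.42 and -0.13, Ucp3 between 0.10 and 0.36 and Acot1 between -0.30 and -0.10. With array quality weights the value of Pdk4 was 0.04.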

Detailed inspection of the expression data (Tables S2, S3, and S4) uncovered 10 genes, which were highly relevant with respect to a functional interpretation. Therefore, expression of these genes was verified using real-time quantitative RT-PCR (**qRT-PCR)** analysis across all the dietary groups. In addition, 5 genes, which were not identified using the microarrays, but could help the functional interpretation, were also included (for the complete list of genes, see Tables S5). Since the main focus of the analyses was on the characterisation of the muscle involvement in the differential effects of the interventions on metabolic flexibility, gene expression was evaluated not only in the animals re-fed Chow diet (see above), but also in mice from a separate experiment, which were killed when fed the cHF-based diets (see Methods and Fig. 1).

Several genes involved in carbohydrate metabolism showed significant changes in expression (Fig. 6A): (i) pyruvate dehydrogenase kinase 4 (***Pdk4***), a regulatory enzyme limiting oxidation of glucose by inhibiting the pyruvate dehydrogenase complex [43], (ii) fructose-1,6-bisphophatase 2 (***Fbp2***), a key enzyme of gluconeogenesis catalyzing the hydrolysis of fructose 1,6-bisphosphate to fructose 6-phosphate and inorganic phosphate [44], and (iii) glucose transporter 4 (***Glut4***), which is essential for the insulin-stimulated glucose uptake in muscle cells [45]. Changes in *Pdk4* expression suggested improved metabolic flexibility in response to all the interventions, as demonstrated by the down-regulation of this gene in mice re-fed Chow diet (Fig. 6A), and they were verified using Western blot analysis (Fig. 7). In the case of *Fbp2*, only the rosiglitazone-based interventions could improved the flexibility, as revealed by the pronounced down-regulation of this gene in the mice re-fed Chow diet (Fig. 6A). Only in the case of *Glut4*, the combined intervention tended to increase the expression, independent on the actual feeding status (Fig. 6A).

**Figure 6:**
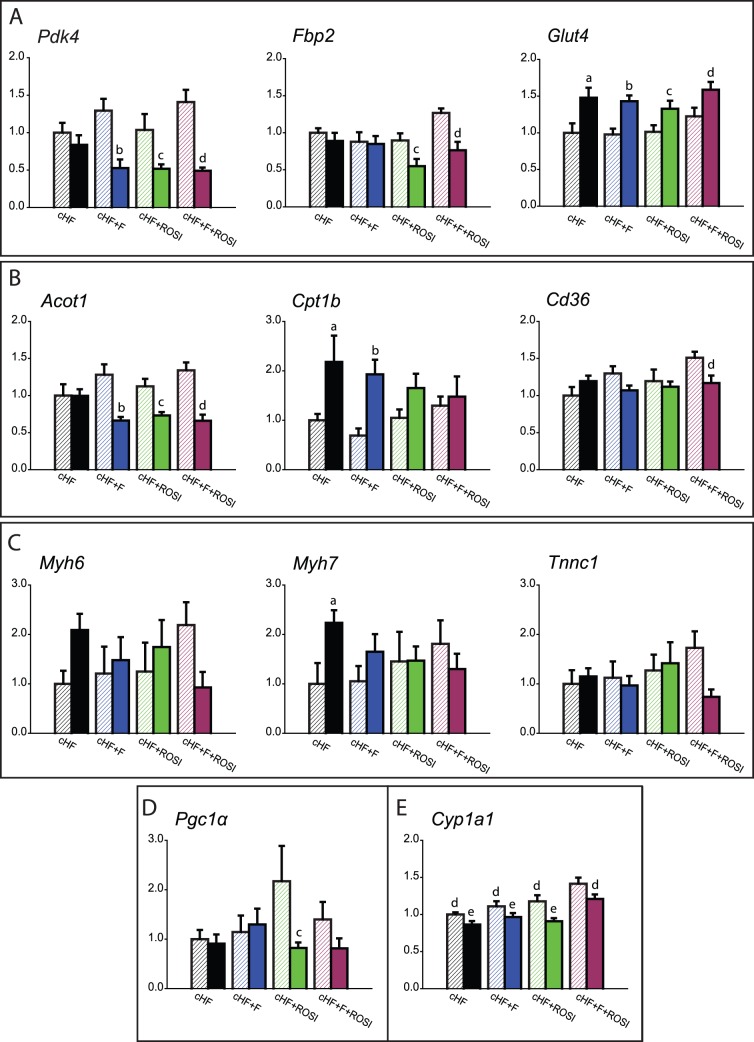
Expression of selected genes in gastrocnemius muscle. Mice were killed either without any additional manipulations, that is, while offered various ‘original’ cHF-based diets (**OrD**; crossed bars), or following the diet-switch protocol when re-fed Chow diet (full bars); see Fig. 1. **A**.Genes involved in carbohydrate metabolism: pyruvate dehydrogenase kinase isozyme 4 (*Pdk4*); fructose-1,6-bisphosphatase isoenzyme 2 (*Fbp2*); and glucose transporter type 4 (*Glut4*). **B**. Genes involved in lipid metabolism: acyl-CoA thioesterase 1 (*Acot1*); carnitine palmitoyltransferase 1b (*Cpt1b*); and CD36 antigen (*Cd36*). **C**. Slow muscle (oxidative) fiber genes: myosin, heavy polypeptide 6 (*Myh6*); myosin, heavy polypeptide 7 (*Myh7*); and troponin C type 1 (*Tnnc1*). **D.** *Pgc1α*. **E.** Cytochrome P450, family 1, subfamily a, polypeptide 1 (*Cyp1a1*). Data are means±SE (*n* = 7–8). See also Table S6. ^a^Significantly different from cHF, OrD; ^b^significantly different from cHF+F, OrD; ^c^significantly different from cHF+ROSI, OrD; ^d^significantly different from cHF+F+ROSI, OrD; ^e^significantly different from cHF+F+ROSI, re-fed Chow (ANOVA).

**Figure 7:**
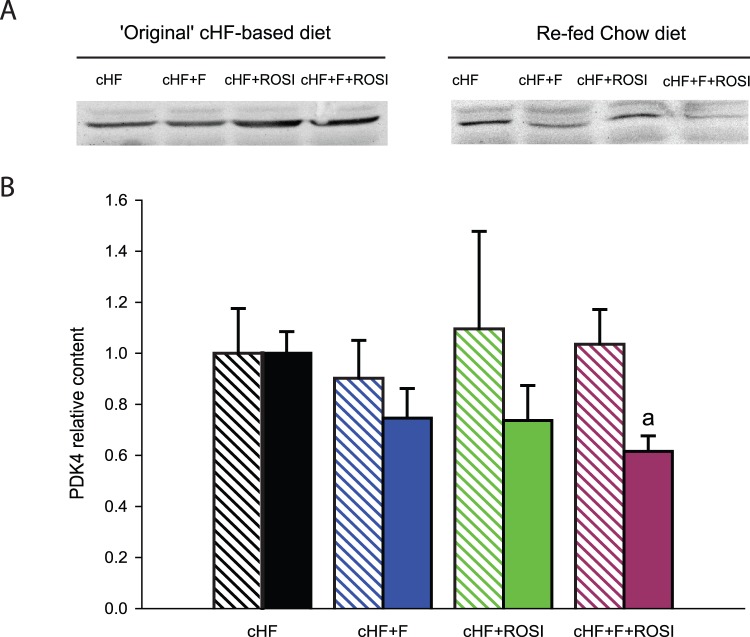
Content of PDK4 protein in gastrocnemius muscle. Mice were killed either without any additional manipulations, that is, while offered the ‘original’ cHF-based diet in fed state (crossed bars), or following the diet-switch protocol when re-fed Chow diet (full bars). **A**. Representative Western blot analysis. **B**. Quantification of PDK4 protein in skeletal muscle. Values are means±S.E. (*n* = 5–8).^ a^Significantly different from mice offered the cHF+F+ROSI diet (ANOVA).

Lipid metabolism was clearly regulated as well; genes encoding (i) acyl-CoA thioesterase 1 (***Acot1***), a mitochondrial enzyme hydrolyzing medium- and long-chain acyl-CoAs to the free fatty acid and CoASH [46], (ii) carnitine palmitoyltransferase 1b (muscle form; ***Cpt1b***), the rate-limiting transporter of activated fatty acids for mitochondrial β-oxidation in the muscle [47], and (iii) CD36 protein (***Cd36***), acting as a plasma membrane, TZD-inducible fatty acid transporter [48], were all regulated by the interventions (Fig. 6B). Both *Acot1* and *Cpt1b* showed a relatively strong response, while especially changes in *Cpt1b* expression suggested additive improvement of metabolic flexibility in response to the combined intervention. In contrast to the strong regulation of *Cpt1b* (Fig. 6B), expression of the liver isoform of the enzyme (***Cpt1a***) was not affected (Tables S5).

Furthermore, important changes were found in the expression of genes marking slow (oxidative) muscle fibres [49], [50], especially (i) myosin heavy polypeptides, ***Myh6*** and ***Myh7***, and (ii) troponin C 1 (***Tnnc1***; Fig. 6C). In the mice killed when fed the cHF-based diets, increased expression was observed for all these genes, suggesting additive/synergistic induction of the oxidative fibers, while in the mice re-fed Chow diet, expression of these genes was mostly down-regulated (*Myh6* and *Myh7*), with *Tnnc1* showing the strongest response to the combined intervention (Fig. 6C). The gene encoding peroxisome proliferator-activated receptor γ coactivator 1α, (***Pgc1α***), which stimulates the conversion of muscle fiber type towards oxidative type [51], [52], was regulated by rosiglitazone but not by *n*-3 LC PUFA (Fig. 6D).

Finally, among other genes showing a strong regulation, genes encoding enzymes involved in the production of lipid mediators from various PUFA [53], including a member of the cytochrome P450 family genes (***Cyp1a1***; Fig. 6E), were identified. In both cases, combined intervention resulted in the strongest induction, independent of the actual feeding status.

## Discussion

Indirect calorimetry performed in this study proved an additive improvement in metabolic flexibility in response to the combined use of *n*-3 LC-PUFA and rosiglitazone in mice fed an obesogenic high-fat diet. These results are in agreement with the changes of plasma metabolite levels during the fasted to re-fed transition, as well as with the synergistic improvement of muscle insulin sensitivity by the combined intervention in these animals [14], [32]. The beneficial effect on metabolic flexibility was observed during a switch from lipid to carbohydrate fuel. As reported recently by the group of Blaak, “the ability to switch from fat oxidation to carbohydrate oxidation after a meal is already impaired in the prediabetic state, suggesting this may be an early factor in the development toward type 2 diabetes” [54]. Interestingly, in our animals with *ad libitum* access to high-fat diet, no differences between the treatments in fuel partitioning were found, also in accordance with the lack of correlation between fasting RER and insulin sensitivity in some human studies (reviewed in [36]).

It is not known whether the effect of the combined intervention on metabolic flexibility merely reflects the reduced accumulation of body fat, when rosiglitazone is administered at a relatively low dose in the combination with *n*-3 LC-PUFA (see also [14], [32]), or whether it depends on direct effects on muscle metabolism. However, several pieces of evidence are in favor of the latter possibility. Thus, (i) in agreement with a previous study in rats [55], cHF+F diet, but not cHF+ROSI diet, increased RER values in mice re-fed Chow, in spite of the absence of an effect on body weight by neither of the single intervention; (ii) both metabolomic and gene expression analyses in the muscle documented several body weight-independent changes induced by the interventions (see below); and (iii) dietary supplementation with *n*-3 LC-PUFA, either in combination with rosiglitazone [14], [32] or pioglitazone [32] resulted in a synergistic induction of adiponectin, while elevated adiponectin levels were found to be associated with enhanced metabolic flexibility [56].

### Metabolic Profiling in the Muscle

Targeted metabolomic analysis in the muscle revealed relatively subtle differences between the interventions. This could be explained by the fact that the set of the measured metabolites lacked specific markers of carbohydrate metabolism, the process affected the most during the fasted to re-fed transition. Nevertheless, the levels of glucogenic amino acids were regulated as expected, with the strongest response induced by the combined intervention. Changes in the regulation and levels of acylcarnitines suggested distinct and complementary effects of *n*-3 LC-PUFA and rosiglitazone, with *n*-3 LC PUFA supporting mitochondrial β-oxidation (see [37], [38], [42]), and the combined intervention augmenting insulin sensitivity by the modulation of BCAA metabolism (see [37], [38]). In fact, in a previous study [57], the insulin-senzitizing potency of TZDs was shown to correlate with modulation of BCAA metabolism in WAT, with the impact on BCAA levels and insulin sensitivity in the muscle (see [39]). All the treatments decreased C4-OH, while its regulation with respect to the levels of other metabolites emerged as a unique marker of the effect of the combined intervention on muscle metabolome. This analyte could be either hydroxybutyrylcarnitine or malonylcarnitine, reflecting either the muscle levels of β-hydroxybutyrate and β-hydroxybutyryl-CoA [58], or α-hydroxybutyrate and α-hydroxybutyryl-CoA [59], or malonyl-CoA. All these metabolites could support muscle insulin sensitivity [14], [32] since (i) muscle β-hydroxybutyrate represents a strong marker and a possible causal factor for insulin resistance, which correlates with plasma NEFA levels [59]; (ii) α-hydroxybutyrate, a marker of mitochondrial redox status, is linked to the regulation of BCAA [59] and it was recently identified as an early biomarker of insulin resistance [60]; and (iii) malonyl-CoA is the key lipogenic intermediate controlling mitochondrial activity of β-oxidation by inhibiting CPT-1 (ref. [47]; see below).

Importantly, only the combined intervention could suppress plasma levels of β-hydroxybutyrate in mice re-fed Chow diet. In contrast, in the animals with *ad libitum* access to the cHF-based diets, or in fasted mice, no difference in the levels of β-hydroxybutyrate between was observed the interventions [32]. Formation of β-hydroxybutyrate occurs in the liver, as a by-product of β-oxidation when carbohydrates are scarce. Therefore, the marked suppression of the plasma β-hydroxybutyrate levels by the combined intervention suggests that, in addition to the beneficial muscle metabolic flexibility, also the adaptability of hepatic metabolism is synergistically improved. That this effect only occurred in the animals that switched to carbohydrate fuels supported the improvement in hepatic insulin sensitivity.

Chronic inflammation in obesity triggers insulin resistance [61], depending also on macrophage accumulation in the muscle and inflammatory state of muscle cells [62]. Therefore, we sought to detect changes in muscle metabolome, which could document anti-inflammatory effects of the treatments. Indeed, levels of several lysoPCs were decreased by the interventions, and the combined intervention tended to exert the strongest effect, in accordance with the notion that lysoPCs are associated with obesity-induced low-grade systemic inflammation (reviewed in [32]), and that phospholipase A2-derived lysoPC exert adverse effects on insulin responsiveness of myocytes [63].

Interestingly, we have found here a specific pattern of regulation of SM(OH) C24∶1 levels in the muscle, with the opposite effects by the single interventions, while combined intervention strongly increased the levels of this metabolite. As we have found before, SM(OH) C24∶1 represents the most strongly associated single metabolite with a genetic variant of serine-palmitoyltransferase [64], the rate-limiting enzyme in the synthesis of ceramides and sphingomyelins. Activity of this enzyme is increased in response to the treatments, which enhances insulin sensitivity, like aerobic training [65] or pioglitazone [66]. Moreover, the involvement of ceramide-derived sphingosines in the activation of AMP-activated protein kinase by adiponectin, downstream from the adiponectin receptors, was recently suggested [67]. This mechanism, which should operate in the muscle, suggests a new role for the sphingolipid metabolism [66] with respect to its long-disputed role in affecting muscle insulin sensitivity [65], [66], [68]–[70]. Our results further support the importance of SM(OH) C24∶1 as a marker of the muscle sphingosines metabolism.

### Gene Expression in the Muscle

Expression profiling in the muscle indicated a higher number of genes regulated in response to the combined intervention as compared with any of the single interventions, suggesting multiple mechanisms of action. Identification of the key metabolic genes was enabled by the quantitative comparison of the expression under the different metabolic states, i.e. in the animals relying mostly on either carbohydrate (mice re-fed Chow) or lipid fuels (mice with *ad libitum* access to the cHF-based diets). This approach revealed the involvement of both glycolysis and fatty acid oxidation in the preservation of the adaptability of muscle metabolism (see also ref. [71]); and moreover, it identified several candidates, namely *Pdk4*, *Fbp2* and *Cpt1b*, which could be involved in the additive effects of the combined intervention. That *Cpt1b* but not *Cpt1a* was regulated substantiates the view that *Cpt1b* was important for the modulation of fuel partitioning and β-oxidation by all the interventions, since it is primarily *Cpt1b* which is more sensitive to the inhibition by malonyl-CoA [47]. Previous studies suggested that oxidative (slow) muscle fibers could be important for metabolic flexibility [36], [49]. As compared with the glycolytic fibers, the oxidative fibers contain more mitochondria [72] and they are more insulin sensitive and more abundant in the muscle of insulin-sensitive than insulin-resistant human subjects [68]. Indeed, our unbiased analysis uncovered that several oxidative fibers genes, namely *Myh6, Myh7*, and *Tnnc1* were regulated in accordance with their involvement in metabolic flexibility. Our results suggest that the combined intervention potentiated the switch between the oxidative and glycolytic fibres, which is activated in response to the change of metabolic fuels. Thus, the combined intervention exhibited the most pronounced regulation of the oxidative fibres genes, while inducing their highest expression when the animals had *ad libitum* access to the cHF-based diets, and the lowest expression in the animals re-fed Chow. Interestingly, expression of *Pgc1α*, the master regulator of mitochondrial biogenesis and the marker of the slow muscle fibers [51], [52], matched the changes in the expression of the oxidative fibres genes only to a limited extent.

With respects to the anti-inflammatory effects of the interventions, meaningful changes in the expression of *Cyp1a1* were found, showing additive induction by the combination treatment. This gene is inducible by both TZDs [73], and PUFA [74], acts both as epoxygenase and hydroxylase, while producing PUFA-derived lipid mediators, with EPA-derived lipid mediators exerting presumably anti-inflammatory effects [53].

### Conclusions

Our results indicate that the combined use *n*-3 LC-PUFA and rosiglitazone preserve metabolic flexibility of mice fed an obesogenic high-fat diet, with a stronger, additive, effect as compared with any of the interventions applied individually (Fig. 8). Indirect calorimetry demonstrated that especially metabolic flexibility to carbohydrates was preserved in response to the combined intervention, also in agreement with the previously observed synergistic improvement of muscle insulin sensitivity under these conditions. Metabolomic and gene expression analyses suggested that both carbohydrate and lipid metabolism contribute to a better adaptability to fluctuating metabolic fuels and they highlighted the importance of mitochondrial fatty acid oxidation in the adaptability of muscle metabolism, while modulation of BCAA metabolism may be essential for the beneficial effect of the combined intervention on muscle insulin sensitivity. Our results further support the idea that dietary supplementation using *n*-3 LC-PUFA could improve the efficacy of TZDs, as well as other insulin-sensitizing and hypolipidemic pharmaceuticals used for the treatment of obese and type 2 diabetic patients.

**Figure 8:**
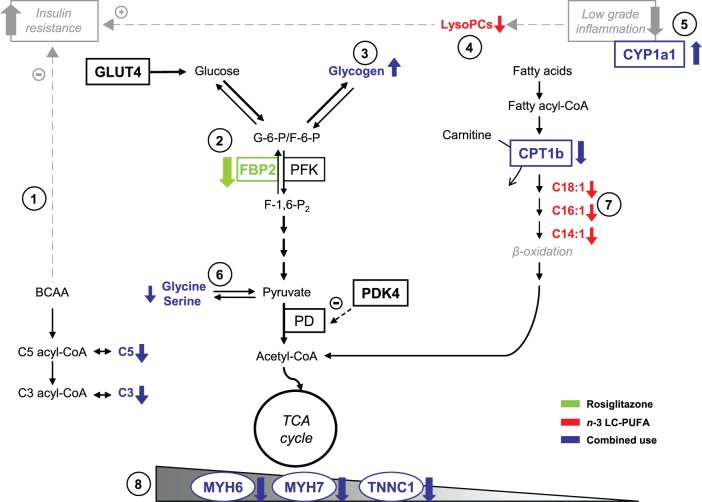
Synopsis of the results of metabolomic and gene expression analyses in the muscle. Metabolomic and gene expression analyses suggested complementary effects of the single interventions, with rosiglitazone augmenting insulin sensitivity by the modulation of branched-chain amino acid metabolism, especially when combined with *n*-3 LC-PUFA (1), and *n*-3 LC-PUFA supporting specifically complete oxidation of fatty acids in mitochondria (7). These beneficial metabolic effects were associated with inhibition of low grade tissue inflammation (5) and the activation of the switch between glycolytic and oxidative muscle fibers (8), especially in the combined intervention. Moreover, rosiglitazone inhibited gene expression of fructose-1,6-bisphosphatase 2 - a key enzyme of gluconeogenesis (2), while the concentrations of most of lysophosphatidylcholines were reduced in response to *n*-3 LC-PUFA (4). Glucogenic amino acids, namely glycine and serine, were affected by the combined intervention (6). As we published previously [14], the combined intervention also exerted synergistic stimulatory effect on muscle glycogen synthesis (3). Altered metabolites (bold font) and altered transcripts (bold font, rectangle) are marked. BCAA, branched-chain amino acids; C, acylcarnitine; CPT1b, carnitine palmitoyltransferase 1b; CYP1a1, member of the cytochrome P450 family genes; FBP2, fructose-1,6-bisphosphatase 2; GLUT4, glucose transporter 4; lysoPCs, lysophosphatidylcholines; PD, pyruvate dehydrogenase; PDK4 pyruvate dehydrogenase kinase 4; PFK, phosphofructokinase; MYH6 and MYH7, myosin heavy polypeptide; TCA cycle, tricarboxylic acid cycle; TNNC1, troponin C1.

## Methods

### Animals and Treatments

Male C57BL/6N mice (Charles River Laboratories, Sulzfeld, Germany) were maintained at 22°C on 12-h light-dark cycle (light from 6.00 a.m.) with free access to water and Chow diet (extruded Ssniff R/M-H diet; Ssniff Spezialdieten GmbH, Soest, Germany; with lipid, carbohydrate, and protein content ∼3.4, 55.3, and 19.3% wt/wt, respectively; energy density, 16.3 kJ/g). As described before [14], [32], three-month-old mice (Fig. 1) were randomly assigned (2 animals per cage) to cHF diet (lipid content ∼35% wt/wt, mainly corn oil; and carbohydrate, and protein content ∼35.4, and 20.5% wt/wt, respectively) or to the following ‘interventions’ using isocaloric cHF-based diets (energy density, 22.8 kJ/g), namely (i) cHF+F, cHF diet supplemented with *n*-3 LC-PUFA concentrate (46% DHA, 14% EPA, wt/wt, as triglycerides; product EPAX 1050 TG; EPAX a.s., Aalesund, Norway), which replaced 15% wt/wt of dietary lipids; (ii) cHF+ROSI, cHF diet supplemented with 10 mg rosiglitazone/kg diet (Avandia; GlaxoSmithKline, USA); and (iii) cHF+F+ROSI, cHF diet supplemented with both *n*-3 LC-PUFA concentrate and rosiglitazone. Chow diet-fed control mice were also included in the study. During the experiment lasting for 8 weeks (week 1– week 8), fresh ration of food was distributed daily and food consumption and body weights were recorded once a week. For the detailed fatty acid composition of lipids of all the diets, see [14].

Animals were killed by cervical dislocation under pentobarbital anesthesia (between 9.00 a.m. and 11.00 a.m.), (i) either when allowed free access to different cHF-based diets (*n* = 8), or (ii) using a ‘diet-switch protocol’ (Fig. 1) when the animals were first fasted for 10 hours during the light phase of the day (between 8.00 a.m. and 6.00 p.m.), than re-fed Chow (starting at 6.00 p.m.), and killed the following day (*n* = 10). In the second case, glycemia was evaluated and EDTA-plasma for measurement of various metabolites (see below) was collected in fed state, at 7.00 a.m., either before the initiation of the fasting period (when fed various cHF-based diets), or before the killing (when re-fed Chow; Fig. 1). In both cases, gastrocnemius muscle was dissected for RNA analysis (see below).

The animal experiments were specifically approved by the Animal Care and Use Committee of the Institute of Physiology Academy of Sciences of the Czech Republic v.v.i. (Approval Number: 172/2009) and conducted under the guidelines.

### Indirect Calorimetry

To evaluate energy expenditure, as well as metabolic flexibility to the high-carbohydrate meal, indirect calorimetry was performed using system INCA (Somedic, Horby, Sweden) [19], [41] during week 6 of the experiment (Fig. 1) in singly caged mice (Eurostandard type II mouse plastic cages, ~ 6,000 ml; Techniplast, Milan, Italy), which were placed in sealed measuring chambers equipped with thermostatically controlled heat exchangers at 22°C. *V*O_2_ and *V*CO_2_ were recorded every 2 min under a constant airflow rate (1000 ml/min). The diet-switch protocol (see above and Fig. 1) was used, allowing for the evaluation of metabolic flexibility, which was assessed as the induction in RER in response to the re-feeding Chow diet, following the period of fasting. Alternatively, to assess the change in fuel partitioning more accurately, PRCF curves were constructed based on RER values pooled from all animals within a given dietary group during the specific period of the measurement. Provided that PRCF curves represent the normally distributed data, the values of log EC_50_ of PRCF (50^th^ percentile value) correspond to RER values [41].

### Metabolite Quantification

NEFA, triglycerides, and β-hydroxybutyrate in EDTA-plasma and glycemia were assessed as before [32]. In addition, targeted metabolomics analysis was performed using extracts [75] from skeletal muscle (100 mg aliquots; samples collected in our previous study [32]) to determine concentrations of 163 metabolites using a targeted metabolomics kit (AbsoluteIDQTM kit p150, Biocrates Life Sciences AG, Innsbruck, Austria) based on FIA-MS as before [32], [64]. Concentrations of all analyzed metabolites are reported in µM. For the general information on biological roles of the metabolites, see [64]. In short, 14 amino acids, sum of hexoses, free carnitine, 26 acylcarnitines, 14 hydroxy- and dicarboxy-acylcarnitines, 10 sphingomyelins, 5 hydroxysphingomyelins, 38 diacyl-phosphatidylcholines, 39 acyl-alkyl-phospatidylcholines, and 15 lysophosphatidylcholines were quantified. For the full list of the measured metabolites and the abbreviations to denote them, see Table S1.

### Gene Expression in Skeletal Muscle

Total RNA was isolated from gastrocnemius muscle samples stored in RNA*later* (Ambion, Austin, TX, USA) at −20°C using TRI Reagent (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s instruction. After extraction, RNA was purified by using RNeasy columns (Qiagen, Venlo, The Netherlands). RNA concentration and purity were measured using the NanoDrop spectrophotometer (IsoGen Life Science, Maarsen, The Netherlands). The integrity of RNA was checked with Experion automated electrophoresis system (BioRad, Veenendaal, The Netherlands). Levels of selected gene transcripts in total muscle RNA from individual mice were evaluated using real-time qRT-PCR [13] and appropriate primers (see Table S5).

Muscle total RNA isolated from individual mice was also analyzed using Agilent whole genome 44K mouse gene expression arrays (Agilent Technologies, Inc., Santa Clara, CA, USA), similarly as described before (ref. [76]; see Supporting Information S1). The arrays contain 43,379 probes (excluding controls). 

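The files of the second analysis hold 43379 spots besides the controls, which belong to 41174 different probes, since 245 probes were spotted 10 times each. Through the accession given for each probe, 24375 probes (59.2%) could be named from the RefSeq genes of the GRCm38.p6 assembly, and the other probes kept the name in the files.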

Differential gene expression was assessed in two subsequent microarray analyses using a reference pool design. In the first analysis mice (*n* = 7–8) of the cHF, cHF+F, and cHF+ROSI treatment groups were assessed and in the second analysis, the cHF+ROSI and cHF+F+ROSI were assessed. In total, after removing probes that were below two times the background, 20,721 probes remained in the first study and 25,922 probes in the second study. Quality control and data handling was done as described [76]. More detailed information, including data analysis, is provided in Supporting Information S1. The gene expression studies are deposited in Gene Expression Omnibus of NCBI with GEO accession number GSE36718.

### Western Blot Analysis of Protein Levels of PDK4

Frozen muscles (50 mg) were homogenized in 0.3 ml of ice-cold lysis buffer (20 mmol/l Tris, pH 7.4; 1 mmol/l EDTA; 1% deoxycholate; 1% Triton X-100; 1 mmol/l phenylmethylsulfonyl fluoride; 10 µg/ml aprotinin; 10 µg/ml leupeptin and Phosphatase-Inhibitor-Mix I [Serva, Heidelberg, Germany]). Tissue lysates were centrifuged at 15,000 g for 10 minutes at 4°C. Protein concentration in supernatant was determined by bicinchoninic acid assay. 50 µg protein was separated by 10% sodium dodecylsulphate-polyacrylamide gel electrophoresis and transferred to Immobilon-FL membranes (Millipore, Billerica, MA, USA). The membranes were then probed with rabbit antibodies against PDK4 (1∶200; Abgent, San Diego, CA, USA). Secondary antibody conjugated to IRDye 800CW (Li-COR, Lincoln, NE, USA) was used for detection. Membranes were scanned using an Odyssey IR scanner (LI-COR). The results were quantified using AIDA image analysis software (Raytest, Straubenhardt, Germany).

### Statistical Analysis

Growth characteristics, plasma parameters, indirect calorimetry data, and metabolite concentration profile data were analyzed using ANOVA and paired *t*-test as before [19], [32]. All values are presented as means±SE. Comparisons were judged to be significant at *p*≤0.05. Correlation matrices were computed using MS Excel. Gene array data was processed with MetaCore Pathway analysis software (GeneGo, Carlsbad, CA, USA). PLS-DA was performed using Umetrics SIMCA-P+12 statistical software (Umetrics AB, Umea, Sweden) as before [32]. When the PLS-DA score plot showed significantly separated groups, a loading scatter plot was constructed to determine the variables influencing their separation.

## Supporting Information

Figure S1 **The effects of various interventions on gastrocnemius muscle metabolome - detailed loading scatter plot**. Identification of the metabolites shown in the simplified loading scatter plot (Fig. 3B). Acylcarnitines (green triangle), aminoacids (inverted blue triangle), lysophosphatidylcholines (yellow circles), diacyl phosphatidylcholines (orange circles), acyl-alkyl phosphatidylcholines (red circles), sphingolipids (violet circles) and sum of hexoses (dark green diamante) are shown. Individual metabolites are indicated by unique numbers (see Table S1 for the name of each metabolite).
(EPS) Click here for additional data file.

Table S1 **List of all 163 metabolites measured in skeletal muscle extracts - targeted metabolomics analysis**. In short, 14 amino acids, sum of hexoses (H1), free carnitine (C0), 26 acylcarnitines (C2, C3,…C18∶2), 14 hydroxy- and dicarboxy-acylcarnitines (C-3OH, C4-OH, C5-DC,…C18∶1-OH), 10 sphingomyelins (SM C16∶0, SM C16∶1,… SM C26∶1), 5 hydroxysphingomyelins [SM(OH)C14∶1… SM(OH)C24∶1], 38 diacyl-phosphatidylcholines (PC aa C24∶0 …PC aa C42∶6), 39 acyl-alkyl-phospatidylcholines (PC ae C30∶0… PC ae C44∶6), and 15 lyso-phosphatidylcholines (lysoPC a C6∶0….lysoPC a C28∶1) were identified in extracts of skeletal muscle from animals subjected to various interventions and killed when re-fed Chow (see Methods and Fig. 1). Concentrations of all analysed metabolites are reported in µM. All metabolites above were determined using flow injection analysis/thermospray mass spectrometry (**FIA-MS**) with Biocrates Absolute*IDQ*™ targeted metabolomics technology. Data are means±SE (*n* = 7–8).
(XLS) Click here for additional data file.

Table S2 **Differentially regulated probesets expressed in cHF+F versus control cHF dietary groups.** The data provided represents only the statistical significant differentially expressed probesets of the microarrays (cHF: *n* = 8, cHF+F: *n* = 8) which showed a mean absolute fold change ≥1.5 (cHF+F/cHF).
(DOC) Click here for additional data file.

Table S3 **Differentially regulated probesets expressed in cHF+ROSI versus cHF dietary groups.** The data provided represents only the statistical significant differentially expressed probesets of the microarrays (cHF+ROSI: *n* = 8, cHF: *n* = 8) which showed a mean absolute fold change ≥1.5 (cHF+ROSI/cHF).
(DOC) Click here for additional data file.

Table S4 **Differentially regulated probesets expressed in cHF+F+ROSI versus cHF+ROSI dietary groups.** The data provided represents only the statistical significant differentially expressed probesets of the microarrays (cHF+F+ROSI: *n* = 8, cHF+ROSI: *n* = 8) which showed a mean absolute fold change ≥1.5 (cHF+F+ROSI/cHF+ROSI).
(DOC) Click here for additional data file.

Table S5 **Real-time quantitative RT-PCR analysis: genes and primers.**
(DOC) Click here for additional data file.

Table S6 **Real-time quantitative RT-PCR analysis in skeletal muscle.** At the end of the experiment, mice were killed either without any additional manipulations, that is, while offered the ‘original’ cHF-based diets (OrD), or following the ‘diet-switch protocol’ when re-fed Chow diet; see Fig. 1. Control mice maintained on Chow diet throughout the intervention and killed in *ad libitum* fed state were also analyzed. Data are means±SE (*n* = 7–8). For gene symbols, see Table S5. ^a ^Significantly different from cHF, OrD. ^b^ significantly different from cHF+F, OrD. ^c^ significantly different from cHF+ROSI, OrD. ^d^ significantly different from cHF+F+ROSI, OrD. ^e^ Significantly different from cHF, Re-fed Chow. ^f^ significantly different from cHF+F, Re-fed Chow. ^g ^significantly different from cHF+ROSI, Re-fed Chow. ^h ^significantly different from cHF+F+ROSI, Re-fed Chow (Two-way ANOVA). ^i ^significantly different from Chow (t-test).
(DOC) Click here for additional data file.

Supporting Information S1 (DOC) Click here for additional data file.

# Supplementary material for: Preservation of Metabolic Flexibility in Skeletal Muscle by a Combined Use of n-3 PUFA and Rosiglitazone in Dietary Obese Mice
**Source:** PLoS One. 2012 Aug 31;7(8):e43764. doi: 10.1371/journal.pone.0043764
**Supplement:** Table S2 — Differentially regulated probesets expressed in cHF+F versus control cHF dietary groups. The data provided represents only the statistical significant differentially expressed probesets of the microarrays (cHF: n = 8, cHF+F: n = 8) which showed a mean absolute fold change ≥1.5 (cHF+F/cHF).

**Table S2** Differentially regulated probesets expressed in cHF+F versus control cHF dietary groups

| **Probe name** | **Gene symbol** | **Description** | **Fold change** |
| --- | --- | --- | --- |
| **Down-regulated** | | | |
| A_52_P682382 | *Scd1* | stearoyl-Coenzyme A desaturase 1 | -2.04 |
| A_52_P262219 | *Fos* | FBJ osteosarcoma oncogene | -2.03 |
| A_52_P657360 | *Tnni1* | troponin I, skeletal, slow 1 | -1.79 |
| A_51_P143162 | *Myh7* | myosin, heavy polypeptide 7, cardiac muscle, beta | -1.77 |
| A_51_P512210 | *Myh6* | myosin, heavy polypeptide 6, cardiac muscle, alpha | -1.70 |
| A_51_P461894 | *Tnnc1* | troponin C, cardiac/slow skeletal | -1.65 |
| A_52_P362772 | *AK048349* | 16 days embryo head cDNA, RIKEN full-length enriched library, clone:C130051M16 product:SNF1-like kinase, full insert sequence | -1.62 |
| A_51_P189814 | *Cldn5* | claudin 5 | -1.61 |
| A_51_P293069 | *9630055N22Rik* | RIKEN cDNA 9630055N22 gene | -1.56 |
| A_51_P451574 | *Acot1* | acyl-CoA thioesterase 1 | -1.56 |
| A_52_P763309 | *AK033367* | 16 days embryo lung cDNA, RIKEN full-length enriched library, clone:8430406N14 product:unclassifiable, full insert sequence | -1.54 |
| A_51_P462153 | *Tpm3* | tropomyosin 3, gamma | -1.51 |
| **Up-regulated** | | | |
| A_52_P651784 | *LOC672434* | PREDICTED: similar to S-adenosylmethionine decarboxylase 1 | 1.55 |
| A_52_P1115511 | *6030422H21Rik* | 13 days embryo male testis cDNA, RIKEN full-length enriched library, clone:6030422H21 product:unclassifiable, full insert sequence | 1.59 |
| A_51_P331570 | *Trib3* | tribbles homolog 3 | 1.62 |
| A_52_P184149 | *Mthfd2* | methylenetetrahydrofolate dehydrogenase (NAD+ dependent), methenyltetrahydrofolate cyclohydrolase | 1.64 |
| A_52_P645855 | *D5Ertd593e* | DNA segment, Chr 5, ERATO Doi 593, expressed | 1.65 |
| A_51_P369762 | *Itgb1bp3* | integrin beta 1 binding protein 3 | 1.86 |

The data provided represents only the statistical significant differentially expressed probesets of the microarrays (cHF: *n*=8, cHF+F: *n*=8) which showed a mean absolute fold change ≥ 1.5 (cHF+F/cHF).

# Supplementary material for: Preservation of Metabolic Flexibility in Skeletal Muscle by a Combined Use of n-3 PUFA and Rosiglitazone in Dietary Obese Mice
**Source:** PLoS One. 2012 Aug 31;7(8):e43764. doi: 10.1371/journal.pone.0043764
**Supplement:** Table S3 — Differentially regulated probesets expressed in cHF+ROSI versus cHF dietary groups. The data provided represents only the statistical significant differentially expressed probesets of the microarrays (cHF+ROSI: n = 8, cHF: n = 8) which showed a mean absolute fold change ≥1.5 (cHF+ROSI/cHF).

**Table S3** Differentially regulated probesets expressed in cHF+ROSI versus cHF dietary groups

| **Probe name** | **Gene symbol** | **Description** | **Fold change** |
| --- | --- | --- | --- |
| **Down-regulated** | | | |
| A_51_P235945 | *Hp* | haptoglobin | -1.96 |
| A_51_P350453 | *Pdk4* | pyruvate dehydrogenase kinase, isoenzyme 4 | -1.88 |
| A_51_P109369 | *Fbxo32* | F-box protein 32 | -1.55 |
| A_52_P380379 | *Ucp3* | uncoupling protein 3 (mitochondrial, proton carrier) | -1.52 |
| A_51_P415395 | *3300001A09Rik* | RIKEN cDNA 3300001A09 gene | -1.51 |
| **Up-regulated** | | | |
| A_51_P389479 | *1190003J15Rik* | 18-day embryo whole body cDNA, RIKEN full-length enriched library, clone:1190003J15 product:hypothetical Transthyretin/Transthyretin-related containing protein, full insert sequence | 1.51 |
| A_52_P1179878 | *AK036012* | 16 days neonate cerebellum cDNA, RIKEN full-length enriched library, clone:9630027C04 product:unclassifiable, full insert sequence | 1.51 |
| A_52_P1115511 | *6030422H21Rik* | 13 days embryo male testis cDNA, RIKEN full-length enriched library, clone:6030422H21 product:unclassifiable, full insert sequence | 1.55 |
| A_51_P230269 | *H2-Q10* | histocompatibility 2, Q region locus 10 | 1.60 |
| A_51_P283456 | *Cyp2e1* | cytochrome P450, family 2, subfamily e, polypeptide 1 | 1.63 |
| A_51_P238576 | *Cyp4a14* | cytochrome P450, family 4, subfamily a, polypeptide 14 | 1.90 |
| A_52_P348256 | *Mup1* | major urinary protein 1 | 1.93 |

The data provided represents only the statistical significant differentially expressed probesets of the microarrays (cHF+ROSI: *n*=8, cHF: *n*=8) which showed a mean absolute fold change ≥ 1.5 (cHF+ROSI/cHF).

# Supplementary material for: Preservation of Metabolic Flexibility in Skeletal Muscle by a Combined Use of n-3 PUFA and Rosiglitazone in Dietary Obese Mice
**Source:** PLoS One. 2012 Aug 31;7(8):e43764. doi: 10.1371/journal.pone.0043764
**Supplement:** Table S4 — Differentially regulated probesets expressed in cHF+F+ROSI versus cHF+ROSI dietary groups. The data provided represents only the statistical significant differentially expressed probesets of the microarrays (cHF+F+ROSI: n = 8, cHF+ROSI: n = 8) which showed a mean absolute fold change ≥1.5 (cHF+F+ROSI/cHF+ROSI).

**Table S4** Differentially regulated probesets expressed in cHF+F+ROSI versus cHF+ROSI dietary groups

| **Probe name** | **Gene symbol** | **Description** | **Fold change** |
| --- | --- | --- | --- |
| **Down-regulated** | | | |
| A_51_P501844 | *Cyp26b1* | cytochrome P450, family 26, subfamily b, polypeptide 1 | -2.15 |
| A_51_P369426 | *Zmynd17* | 0 day neonate head cDNA, RIKEN full-length enriched library, clone:4833444M15 | -2.12 |
| A_51_P133684 | *Csrp3* | cysteine and glycine-rich protein 3 | -1.86 |
| A_52_P381484 | *Spon2* | spondin 2, extracellular matrix protein | -1.81 |
| A_52_P576720 | *Calm4* | calmodulin 4 | -1.80 |
| A_51_P324814 | *Krt18* | keratin 18 | -1.79 |
| A_52_P556140 | *Vapb* | vesicle-associated membrane protein, associated protein B and C | -1.78 |
| A_52_P408826 | *9530083O12Rik* | adult male urinary bladder cDNA, RIKEN full-length enriched library, clone:9530083O12 product:unclassifiable, full insert sequence. | -1.78 |
| A_52_P682382 | *Scd1* | stearoyl-Coenzyme A desaturase 1 | -1.78 |
| A_51_P194230 | *Zic1* | zinc finger protein of the cerebellum 1 | -1.74 |
| A_52_P622680 | *Chmp4b* | chromatin modifying protein 4B | -1.72 |
| A_52_P677718 | *Tatdn2* | TatD DNase domain containing 2 | -1.66 |
| A_51_P104418 | *Dusp10* | dual specificity phosphatase 10 | -1.65 |
| A_51_P111462 | *Arl15* | ADP-ribosylation factor-like 15 | -1.65 |
| A_52_P591431 | *Tra2a* | transformer 2 alpha homolog (Drosophila) | -1.61 |
| A_51_P235977 | *4933401F05Rik* | adult male testis cDNA, RIKEN full-length enriched library, clone:4933401F05 product:hypothetical Serine proteases, trypsin family containing protein, full insert sequence | -1.60 |
| A_52_P659312 | *Spsb4* | splA/ryanodine receptor domain and SOCS box containing 4 | -1.59 |
| A_51_P294535 | *Unc5b* | unc-5 homolog B (C. elegans) | -1.58 |
| A_51_P324450 | *Pbp2* | phosphatidylethanolamine binding protein 2 | -1.58 |
| A_52_P486964 | *NAP051367-1* | Unknown | -1.56 |
| A_51_P200529 | *Mpst* | mercaptopyruvate sulfurtransferase | -1.55 |
| A_51_P100505 | *AK054424* | 2 days pregnant adult female ovary cDNA, RIKEN full-length enriched library, clone:E330024G11 product:unclassifiable, full insert sequence. | -1.55 |
| A_51_P346445 | *Hspb7* | heat shock protein family, member 7 (cardiovascular) | -1.54 |
| A_51_P335000 | *Fhl1* | four and a half LIM domains 1 | -1.51 |
| A_51_P260265 | *Hoxd4* | homeo box D4 | -1.51 |
| A_51_P316243 | *C330024D12Rik* | ES cells cDNA, RIKEN full-length enriched library, clone:C330024D12 product:hypothetical Pyrrolidone carboxyl peptidase (pyroglutamate aminopeptidase) structure containing protein, full insert sequence. | -1.50 |
| **Up-regulated** | | | |
| A_51_P458130 | *Tph1* | tryptophan hydroxylase 1 | 1.51 |
| A_52_P430194 | *Smox* | 0 day neonate eyeball cDNA, RIKEN full-length enriched library, clone:E130115D16 product:POLYAMINE OXIDASE ISOFORM-3 homolog [Homo sapiens], full insert sequence. | 1.51 |
| A_51_P112734 | *Slc7a8* | solute carrier family 7 (cationic amino acid transporter, y+ system), member 8 | 1.52 |
| A_52_P1179878 | *AK036012* | 16 days neonate cerebellum cDNA, RIKEN full-length enriched library, clone:9630027C04 product:unclassifiable, full insert sequence. | 1.52 |
| A_51_P279693 | *Cyp1a1* | cytochrome P450, family 1, subfamily a, polypeptide 1 | 1.55 |
| A_51_P499020 | *Fbp2* | fructose bisphosphatase 2 | 1.56 |
| A_52_P706912 | *AK035307* | adult male urinary bladder cDNA, RIKEN full-length enriched library, clone:9530013H21 product:unclassifiable, full insert sequence. | 1.57 |
| A_52_P175376 | *Tcfcp2l1* | transcription factor CP2-like 1 | 1.57 |
| A_52_P355480 | *TC1677116* | Q4QRG7_BRARE (Q4QRG7) Zgc:113884, partial (10%) | 1.58 |
| A_52_P453884 | *Foxo1* | forkhead box O1 | 1.65 |
| A_52_P835711 | *AK043497* | 10 days neonate cortex cDNA, RIKEN full-length enriched library, clone:A830001K22 product:unclassifiable, full insert sequence. | 1.73 |
| A_51_P331570 | *Trib3* | tribbles homolog 3 (Drosophila) | 1.93 |
| A_51_P369762 | *Itgb1bp3* | integrin beta 1 binding protein 3 | 2.11 |
| A_52_P184149 | *Mthfd2* | methylenetetrahydrofolate dehydrogenase (NAD+ dependent), methenyltetrahydrofolate cyclohydrolase | 2.16 |

The data provided represents only the statistical significant differentially expressed probesets of the microarrays (cHF+F+ROSI: *n*=8, cHF+ROSI: *n*=8) which showed a mean absolute fold change ≥ 1.5 (cHF+F+ROSI/cHF+ROSI).

# Supplementary material for: Preservation of Metabolic Flexibility in Skeletal Muscle by a Combined Use of n-3 PUFA and Rosiglitazone in Dietary Obese Mice
**Source:** PLoS One. 2012 Aug 31;7(8):e43764. doi: 10.1371/journal.pone.0043764
**Supplement:** Table S5 — Real-time quantitative RT-PCR analysis: genes and primers.

**Table S5** Real-time quantitative RT-PCR analysis: genes and primers

| **Gene symbol** | **Gene name** | **Accession number (RefSeq)** | **Forward primer (5’ – 3’)** | **Reverse primer (5’ – 3’)** |
| --- | --- | --- | --- | --- |
| *Acot1* | acyl-CoA thioesterase 1 | NM_012006.2 | AGCGCTGGCATGCACCTCCTG | TTCCCCAACCTCCAAACCATCATA |
| *CD36* | CD36 antigen | NM_001159558.1 | TCCTTGGCATGGTAGAGAT | ACCAAAGATGTAGCCAGTGTA |
| *Cpt1a* | carnitine palmitoyltransferase 1a, liver | NM_013495.2 | GCAGCTCGCACATTACAAGGACAT | ACTATGTGTCCTGTGGCGGGGGCT |
| *Cpt1b* | carnitine palmitoyltransferase 1b, muscle | NM_009948.2 | GGATGATGGCTACGGGGTCTCTTA | AGGGCAGCTGGGGTATCTCTTTTC |
| *Cyp1a1* | cytochrome P450, family 1, subfamily a | NM_009992.4 | TCCCCCACAGCACCACAAGAGATA | AGAGTGCCGCTGGGGGTGAGAAA |
| *eEf2* | eukaryotic translation elongation factor 2 | NM_007907.2 | GAAACGCGCAGATGTCCAAAAGTC | GCCGGGCTGCAAGTCTAAGG |
| *Fbp2* | fructose bisphosphatase 2 | NM_007994.3 | CCATGAGCCCGCTTCCCTTTGT | GGCGCTGTTCTGACCGTGACCT |
| *Glut4* | solute carrier family 2 (facilitated glucose transporter), member 4 | NM_009204.2 | ACCGGCTGGGCTGATGTGTCT | GCCGACTCGAAGATGCTGGTTGAATAG |
| *Gpd1* | glycerol-3-phosphate dehydrogenase 1 (soluble) | NM_005276.2 | GCAGACACCCAACTTTCGCATCA | CCGCCGCCTTGGTGTTGTCA |
| *Myh6* | myosin, heavy polypeptide 6, cardiac muscle, alpha | NM_010856.4 | TCCGTGCAGATAGAGATGAATAAG | CCCGCTGGAGGTTGTCG |
| *Myh7* | myosin, heavy polypeptide 7, cardiac muscle, beta | NM_080728.2 | GGCTAACCTGGAGAAGATGTGC | CCCGCTGGCTGGTGAGG |
| *Myl2* | myosin, light polypeptide 2, regulatory, cardiac, slow | NM_010861.3 | CCGAGGGCAAAGGGTCACTG | GGGGAAAGGCTGCGAACATCT |
| *Pdk4* | pyruvate dehydrogenase kinase, isoenzyme 4 | NM_013743.2 | GGCTTGCCAATTTCTCGTCTCTA | TTCGCCAGGTTCTTCGGTTCC |
| *Pgc1a* | peroxisome proliferative activated receptor, gamma, coactivator 1 | NM_008904.2 | CCCAAAGGATGCGCTCTCGTT | TGCGGTGTCTGTAGTGGCTTGATT |
| *Scd1* | stearoyl-Coenzyme A desaturase 1 | NM_009127.4 | ACTGGGGCTGCTAATCTCTGGGTGTA | GGCTTTATCTCTGGGGTGGGTTTGTTA |
| *Srebp1* | sterol regulatory element binding transcription factor 1 | NM_011480.3 | GCTTCCGGCCTGCTATGA | CAGGGCCTCGGTGTGCTC |
| *Tnnc1* | troponin C, cardiac/slow skeletal | NM_009393.2 | CGATGGCCGAATTGACTATGACGA | TGGGTGGAGGGGGAGAACAGG |
| *Trib3* | tribbles homolog 3 | NM_175093.2 | TTCCTACCGGGGCTGTCTTCTCTG | AGCCCGGCCTGATTTGTGGTC |
| *Ucp3* | uncoupling protein 3 (mitochondrial, proton carrier) | NM_009464.3 | AGAACCATCGCCAGGGAGGAAGGA | CACCGGGGAGGCCACCACTGT |

# Supplementary material for: Preservation of Metabolic Flexibility in Skeletal Muscle by a Combined Use of n-3 PUFA and Rosiglitazone in Dietary Obese Mice
**Source:** PLoS One. 2012 Aug 31;7(8):e43764. doi: 10.1371/journal.pone.0043764
**Supplement:** Table S6 — Real-time quantitative RT-PCR analysis in skeletal muscle. At the end of the experiment, mice were killed either without any additional manipulations, that is, while offered the ‘original’ cHF-based diets (OrD), or following the ‘diet-switch protocol’ when re-fed Chow diet; see Fig. 1. Control mice maintained on Chow diet throughout the intervention and killed in ad libitum fed state were also analyzed. Data are means±SE (n = 7–8). For gene symbols, see Table S5. a Significantly different from cHF, OrD. b significantly different from cHF+F, OrD. c significantly different from cHF+ROSI, OrD. d significantly different from cHF+F+ROSI, OrD. e Significantly different from cHF, Re-fed Chow. f significantly different from cHF+F, Re-fed Chow. g significantly different from cHF+ROSI, Re-fed Chow. h significantly different from cHF+F+ROSI, Re-fed Chow (Two-way ANOVA). i significantly different from Chow (t-test).

**Table S6** Real-time quantitative RT-PCR analysis in skeletal muscle

| **Gene symbol** | **Chow** | **cHF** | | **cHF+F** | | **cHF+ROSI** | | **cHF+F+ROSI** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | OrD | Re-fed Chow | OrD | Re-fed Chow | OrD | Re-fed Chow | OrD | Re-fed Chow |
| *Acot1* | 0.54 ± 0.06 | 1.00 ± 0.15i | 1.00 ± 0.09i | 1.28 ± 0.14i | 0.66 ± 0.05b | 1.12 ± 0.10i | 0.73 ± 0.05ci | 1.34 ± 0.11i | 0.66 ± 0.08d |
| *CD36* | 0.97 ± 0.08 | 1.00 ± 0.11d | 1.19 ± 0.07 | 1.30 ± 0.10i | 1.07 ± 0.06 | 1.19 ± 0.16 | 1.12 ± 0.07 | 1.51 ± 0.08i | 1.17 ± 0.10d |
| *Cpt1a* | 1.49 ± 0.31 | 1.00 ± 0.19 | 1.72 ± 0.37a | 1.36 ± 0.22 | 1.37 ± 0.19 | 1.15 ± 0.28 | 1.15 ± 0.12 | 1.61 ± 0.15 | 1.86 ± 0.30 |
| *Cpt1b* | 0.69 ± 0.35 | 1.00 ± 0.13 | 2.18 ± 0.53a | 0.69 ± 0.14 | 1.93 ± 0.30bi | 1.05 ± 0.17 | 1.65 ± 0.29 | 1.30 ± 0.18 | 1.48 ± 0.41 |
| *Cyp1a1* | 0.92 ± 0.08 | 1.00 ± 0.03d | 0.86 ± 0.05h | 1.10 ± 0.07d | 0.97 ± 0.05h | 1.18 ± 0.08d | 0.91 ± 0.041h | 1.41 ± 0.08i | 1.21 ± 0.06di |
| *Fbp2* | 0.52 ± 0.11 | 1.00 ± 0.06i | 0.89 ± 0.11 | 0.88 ± 0.13 | 0.85 ± 0.11 | 0.90 ± 0.10i | 0.55 ± 0.10c | 1.27 ± 0.06i | 0.76 ± 0.11d |
| *Glut4* | 1.68 ± 0.18 | 1.00 ± 0.13i | 1.48 ± 0.14a | 0.98 ± 0.08i | 1.43 ± 0.08b | 1.01 ± 0.09i | 1.33 ± 0.11c | 1.22 ± 0.12i | 1.59 ± 0.11d |
| *Gpd1* | 1.05 ± 0.09 | 1.00 ± 0.07 | 0.85 ± 0.06 | 0.84 ± 0.06d | 0.97 ± 0.07 | 0.86 ± 0.10 | 0.90 ± 0.05 | 1.11 ± 0.05b | 1.05 ± 0.07 |
| *Myh6* | 0.33 ± 0.09 | 1.00 ± 0.26 | 2.09 ± 0.33i | 1.21 ± 0.54 | 1.48 ± 0.47i | 1.25 ± 0.59 | 1.74 ± 0.55i | 2.19 ± 0.46i | 0.93 ± 0.31 |
| *Myh7* | 0.68 ± 0.11 | 1.00 ± 0.42 | 2.23 ± 0.26ai | 1.05 ± 0.31 | 1.65 ± 0.36i | 1.45 ± 0.60 | 1.47 ± 0.29i | 1.81 ± 0.47i | 1.30 ± 0.31 |
| *Myl2* | 1.17 ± 0.28 | 1.00 ± 0.23 | 1.93 ± 0.17ai | 1.01 ± 0.19 | 2.44 ± 0.22bi | 1.42 ± 0.31 | 2.46 ± 0.31ci | 1.23 ± 0.20 | 1.43 ± 0.34dfg |
| *Pdk4* | 0.41 ± 0.05 | 1.00 ± 0.13i | 0.84 ± 0.13 | 1.29 ± 0.16i | 0.53 ± 0.12b | 1.03 ± 0.21 | 0.52 ± 0.06c | 1.41 ± 0.16i | 0.49 ± 0.04d |
| *Pgc1a* | 0.81 ± 0.33 | 1.00 ± 0.19 | 0.91 ± 0.19 | 1.14 ± 0.33 | 1.30 ± 0.32 | 2.17 ± 0.72 | 0.82 ± 0.11c | 1.40 ± 0.35 | 0.81 ± 0.20 |
| *Scd1* | 1.55 ± 0.30 | 1.00 ± 0.09 | 1.15 ± 0.14 | 0.59 ± 0.08ci | 0.64 ± 0.08i | 1.52 ± 0.32d | 1.02 ± 0.07c | 0.75 ± 0.11i | 0.73 ± 0.15i |
| *Srebp1* | 2.79 ± 0.43 | 1.00 ± 0.12i | 1.70 ± 0.35ai | 0.85 ± 0.11i | 1.35 ± 0.21i | 1.10 ± 0.16 | 2.09 ± 0.29c | 1.24 ± 0.18 | 1.38 ± 0.18i |
| *Tnnc1* | 0.23 ± 0.07 | 1.00 ± 0.28 | 1.15 ± 0.16i | 1.12 ± 0.33 | 0.97 ± 0.19i | 1.27 ± 0.32 | 1.42 ± 0.42 | 1.73 ± 0.34i | 0.74 ± 0.15d |
| *Trib3* | 1.51 ± 0.14 | 1.00 ± 0.08i | 1.06 ± 0.11i | 1.09 ± 0.07i | 1.81 ± 0.24be | 0.98 ± 0.05i | 1.41 ± 0.06c | 1.56 ± 0.09ac | 2.09 ± 0.15degi |
| *Ucp3* | 0.88 ± 0.23 | 1.00 ± 0.12 | 1.21 ± 0.31 | 1.02 ± 0.10 | 1.00 ± 0.17 | 0.98 ± 0.21 | 0.81 ± 0.12 | 1.14 ± 0.10 | 1.45 ± 0.17 |

At the end of the experiment, mice were killed either without any additional manipulations, that is, while offered the 'original' cHF-based diets (OrD), or following the 'diet-switch protocol' when re-fed Chow diet; see Fig. 1. Control mice maintained on Chow diet throughout the intervention and killed in ad libitum fed state were also analyzed. Data are means±SE (*n*=7–8). For gene symbols, see Table S5.

a Significantly different from cHF, OrD.

b significantly different from cHF+F, OrD.

c significantly different from cHF+ROSI, OrD.

d significantly different from cHF+F+ROSI, OrD.

e Significantly different from cHF, Re-fed Chow.

f significantly different from cHF+F, Re-fed Chow.

g significantly different from cHF+ROSI, Re-fed Chow.

h significantly different from cHF+F+ROSI, Re-fed Chow (Two-way ANOVA).

i significantly different from Chow (t-test).

# Supplementary material for: Preservation of Metabolic Flexibility in Skeletal Muscle by a Combined Use of n-3 PUFA and Rosiglitazone in Dietary Obese Mice
**Source:** PLoS One. 2012 Aug 31;7(8):e43764. doi: 10.1371/journal.pone.0043764
**Supplement:** Supporting Information S1

**Supporting Information**

*Expression profiling using microarrays*

The Two-color whole mouse genome (4 x 44 k) Agilent oligo microarray kits (G4122F, Agilent Technologies, Inc. Santa Clara, CA) were used to analyse gene expression in individual mice. Preparation of samples and the microarray hybridization were performed according to the manufacturer’s protocol with a few modifications as described previously [1] and with arrays rotating at 10 rpm. Briefly, cDNA was synthesized for each animal using 1 g of gastrocnemius muscle total RNA using the Agilent Low-RNA Input Fluorescent Linear Amplification kit without addition of spikes. In the first study, individual samples from the cHF, cHF+F, and cHF+ROSI groups were used; in the latter case, we also included samples from another group of mice, subjected to an intervention using a higher dose of rosiglitazone admixed to the cHF diet (i.e., 100 mg rosiglitazone/kg diet) for the reference pool, but these samples were excluded for data analysis in this study. In the second study, only cHF+ROSI and cHF+F+ROSI were analyzed. In both studies, samples were split in two equal amounts, to synthesize cyanine 3-cytidine triphosphate (Cy3) and cyanine 5-cytidine triphosphate (Cy5) labeled cRNA using half the amounts per dye as indicated by the manufacturer. Labeled cRNA was purified using RNeasy columns (Qiagen, Venlo, The Netherlands). Cy3 and Cy5 concentration, A260/A280 ratio and cRNA concentration were determined using the NanoDrop spectrophotometer (IsoGen Life Science, Maarsen, The Netherlands) and yield and specific activity of each reaction were calculated according to the manufacturer’s protocol. Overall, thirty-nine of the forty samples met the criteria of cRNA yield higher than 825 ng and the specific activity higher than 8 pmol Cy3 or Cy5 per μg cRNA (the sample that did not met the criteria was excluded from further analysis). Then, all Cy3-labeled cRNA samples were pooled on an equimolar basis and subsequently used as a common reference pool. Individual 825 ng Cy5-labeled cRNA and 825 ng pooled Cy3-labeled cRNA were fragmented in 1x fragmentation and 1x blocking agent at 60°C for 30 min, afterward mixed with GEx Hybridization Buffer HI-RPM and hybridized in the Agilent Microarray Hybridization Chamber rotating at 10 rpm at 65°C for 17 hours. After hybridization, slides were washed according to the wash protocol. Arrays were scanned with an Agilent scanner with 10% and 100% laser-power intensities. All used chemicals and instruments were by Agilent Technologies, unless otherwise stated.

*Microarray data analysis*

Per study, signal intensities for each spot were quantified using Feature Extraction software version 10.5.1.1 (Agilent Technologies, Inc. Santa Clara, CA). Quality control of each microarray was performed visually using quality control graphs from Feature Extraction and M-A plots and boxplots using limmaGUI in R (Bioconductor, Seattle, WA, USA). After quality control, data from all arrays were imported into GeneMaths XT 2.12 (Applied Maths, Sint-Martens-Latem, Belgium). Median spot values with a mean Cy-5 and Cy-3 signal/background ratio over all arrays lower than two were excluded; remaining data were log-transformed. 

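In the second study, 29100 spots had a mean Cy5 signal of at least 2 times the background over the 16 arrays, and 20707 spots had such a mean Cy3 signal. Both limits together kept 20703 spots. With the limit set on the average of the Cy5 and the Cy3 ratio, which was chosen after seeing the data, 25922 spots of 24377 probes were kept, and the deposited table of log2 values holds these probes and no others. The deposited normalized values could be set against the spot intensities of the 8 cHF+ROSI arrays that are numbered in the table. Their differences between arrays equalled those of log2 of the Cy5 over the Cy3 median signal, with a slope of 1 and a correlation of 1 across probes, apart from a constant per array. With the Cy5 signal alone the correlation reached at most 0.95. These are correlations across probes, which are not independent replicates.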

The log-transformed Cy5 signal was normalized against Cy3 intensities as described before [2]. Since cHF+ROSI was used for both microarray studies, we analysed coherence between the hybridisation studies. This indicated that data are very reproducible (data not shown), as reported previously [3]. Pathway analysis was performed using MetaCore (GeneGo, Carlsbad, CA, USA), GO overrepresentation analysis, and mining of scientific literature.

**References**

1. van Helden YG, Godschalk RW, Heil SG, Bunschoten A, Hessel S, Amengual J, Bonet ML, von LJ, van Schooten FJ, Keijer J (2010) Downregulation of Fzd6 and Cthrc1 and upregulation of olfactory receptors and protocadherins by dietary beta-carotene in lungs of Bcmo1-/- mice. Carcinogenesis 31: 1329-1337.

2. Pellis L, Franssen-van Hal NL, Burema J, Keijer J (2003) The intraclass correlation coefficient applied for evaluation of data correction, labeling methods, and rectal biopsy sampling in DNA microarray experiments. Physiol Genomics 16: 99-106.

3. van Schothorst EM, Pagmantidis V, de Boer VC, Hesketh J, Keijer J (2007) Assessment of reducing RNA input for Agilent oligo microarrays. Anal Biochem 363: 315-317.

How the deposited data were processed for this re-analysis (not part of the article)

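Gene expression was measured in gastrocnemius muscle of 8 cHF+ROSI and 8 cHF+F+ROSI mice re-fed Chow diet, on 16 two-color arrays with a common Cy3 reference pool. The comparison of cHF, cHF+F and cHF+ROSI mice in the first analysis, the metabolites and the qRT-PCR samples were not analysed here from deposited values. The authors deposited spot intensities quantified by Feature Extraction 10.5.1.1, in which scans at 10% and 100% laser power were joined, and a table of log2 values made by GeneMaths XT from median signals after removal of weak spots and normalization of Cy5 against Cy3.

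From the intensities, background was corrected by normexp with an offset of 50 on all spots. Control spots were left out, spots with a mean signal over background of at least 2 in both channels were kept, spots with an outlier flag were left out of the array concerned, and log2(Cy5/Cy3) was normalized by loess within each array. Spots of a probe were averaged. The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over 19398 probes. Counts at an unadjusted p used limits on FC of 1.2, 1.5 and 2.0. Lists of genes were tested by camera with an inter-gene correlation of 0.01, by camera with an estimated correlation and by fry, on the 19310 probes with a value on every array. A list held 1 probe per gene, the brightest. Probes not kept by the filter (Pbp2 and Cyp1a1 of Table S4, AK033367 of Table S2) were reported without it. Named genes were those of Tables S2 to S5, the members of the 11 lists where a list is reported, and 10 genes chosen by the largest log2 fold change among probes past an adjusted p of 0.05, filled up by the smallest unadjusted p among probes with an FC of at least 1.5. This rule, the lists and most alternatives were set before the data were examined.

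The 11 lists had these median log2 fold changes and camera adjusted p. For the oxidative fibre genes they were -0.43 and 0.00378 over 11 genes. The glycolytic fibre genes had -0.03 and 0.813 over 10 genes. For the PPAR target genes they were -0.06 and 0.619 over 14 genes. The ATF4 target genes had 0.06 and 0.00378 over 18 genes. For the FoxO target genes they were -0.03 and 0.813 over 9 genes. The SREBP target genes had -0.01 and 0.619 over 12 genes. For the adipocyte genes they were 0.25 and 0.325 over 8 genes. The immediate early genes had -0.22 and 0.105 over 10 genes. For the circadian clock genes they were 0.03 and 0.813 over 12 genes. The red blood cell genes had 0.20 and 0.306 over 4 genes. For the macrophage genes they were -0.05 and 0.858 over 9 genes. The calls of the oxidative fibre genes and the ATF4 target genes did not hold after adjustment with an estimated correlation or with fry. The median and the mean of the circadian clock genes differed in sign.

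The chain was tested on simulated data made from the same arrays with mixed labels, 8 against 8, in which the Cy5 signal above background of 200 probes was raised or lowered 2-fold. Over 5 draws, between 61% and 88% of the changed probes were called among 19398, at least 98% had the right sign, at most 1 unchanged probe was called, and the median log2 change recovered was 0.71 of a true 1, so fold changes are understated. No 2 arrays held identical ratios. Array measures limit precision through their number and through the weak Cy3 signal. The alternatives covered background correction, normalization, the reference channel, the authors' table, filters, slide and replicate number as blocks, the methods' t-test (which the paper names for the arrays only in the note to Table 3), array weights, arithmetic means and each array left out.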

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

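The relation of single genes to the slow fibre genes was judged by limits tightened after its values were seen, and the values without cHF+F+ROSI replicate 2 were chosen after that array stood out. In 186 groups of 8 values tested, 25 had a mouse or array farther from the nearest other value than Dixon's 95% critical ratio allows, where chance gives about 9.3. The next value given for a mouse is that of its own group.

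The array of cHF+ROSI replicate 1 was dim. Its median Cy5 signal was 121.5, against 160 to 186 on the other cHF+ROSI arrays, and its median Cy5 signal over background was 2.33, against at least 3.02. Without this array, 23 probes passed an unadjusted p of up to 0.05 and an FC of 1.5, and 20 of them were among the 29 probes found with all arrays. The dim array is therefore not the source of most of these calls. Whether the array was dim through labelling or through the RNA was not tested.

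The mouse cHF+F+ROSI replicate 2 stood apart in slow fibre genes. The mean log2 ratio of the oxidative fibre genes was -1.99 in this mouse, with -0.69 in the next lowest cHF+F+ROSI mouse. The ratio of Myh7 was -4.02 (next -0.99), that of Myl2 -3.19 (next -0.86) and that of Tpm3 -1.61 (next -0.10). A candidate explanation is a different share of slow fibres in the sampled piece of muscle. The 9 slow fibre genes varied together within the groups, with a mean pairwise correlation of 0.44 in cHF+ROSI and 0.49 in cHF+F+ROSI. Their median log2 fold change was -0.39, and -0.11 without this mouse. Of 4 relations tested across the 16 mice, 3 set genes of Table S4 against the slow fibre genes. All 4 used deviations from the group means, permuted within the groups. Pearson's r was 0.56 for Csrp3, 0.61 for Fhl1 and 0.57 for Hspb7 (permutation p adjusted 0.035, 0.0294 and 0.035, unadjusted 0.035, 0.0147 and 0.0265). Spearman's rho was 0.46, 0.50 and 0.36 (permutation p adjusted 0.106, 0.0984 and 0.186). Without the 2 mice farthest from the median, r was 0.32, 0.35 and -0.07, so the relations rest on those mice. Sampling and an effect of n-3 LC-PUFA on slow fibre genes cannot be told apart here, since no other piece of the muscle was measured.

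The same mouse had high immediate early genes, with a mean log2 ratio of 1.12 (next 0.16), and high Dusp10 (0.75, next -0.02) and Fbp2 (1.08, next 0.61). Without this mouse the log2 fold change of Fbp2 was 0.46. In cHF+ROSI replicate 2, Fos was 2.64 (next 1.01). Handling at killing was not tested, and no biological explanation was tested.

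The mouse cHF+ROSI replicate 7 stood apart from the other cHF+ROSI mice in the percentage of spots with an outlier flag (0.39%, next 0.323%), although cHF+F+ROSI replicate 1 had 0.461%, in the mean log2 ratio of the SREBP target genes (-0.35, next 0.06) and in Slc7a8 (-0.86), Acot1 (0.81) and 3300001A09Rik (-0.56). With the spots kept, the counts of probes differed by less than 1.5 times. The mean log2 ratio of the red blood cell genes was 1.17 in cHF+F+ROSI replicate 6 (next 0.05), and no list of genes tested bears on blood left in the muscle beyond this value.

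Single genes of Table S4 with 1 mouse apart were Zmynd17 in cHF+ROSI replicate 6 (-0.80), NAP051367-1 in the same mouse (-0.45), Zic1 in cHF+ROSI replicate 4 (-1.25), Pbp2 in cHF+ROSI replicate 8 (1.47), 4933401F05Rik (-0.87) and Mthfd2 (0.98) in cHF+F+ROSI replicate 4, Unc5b in replicate 5 (-0.23), TC1677116 in replicate 3 (0.79) and AK043497 in replicate 8 (0.88). With each mouse left out, the log2 fold change of Zmynd17 stayed between -1.24 and -1.04 and that of Mthfd2 between 0.52 and 0.65. No explanation was tested for these mice.

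Tmem88 and 1110003E01Rik passed an adjusted p of 0.05 in limma and are in none of Tables S2 to S4. Tmem88, measured by a probe on chromosome 11 from 69213603 to 69213662 (mm8), had a log2 fold change of -0.48 (standard error 0.06, adjusted p = 0.00228) and was lower in 8 of 8 cHF+F+ROSI mice than in any cHF+ROSI mouse. 1110003E01Rik, on chromosome 5 from 65729190 to 65729249, had a log2 fold change of 0.30 (standard error 0.04, adjusted p = 0.0054) and was higher in 8 of 8. Both lost their call with median centring, scale normalization and the replicate block, whose numbers did not pair the mice. Of 100 splits of the mice, the real one included, 1 had as many probes past the adjusted p. The real count was 3 and the largest in another split was 2, so chance is unlikely for the count but not excluded. In the Cy3 channel 0 probes passed in limma (700 at an unadjusted p of up to 0.05, and 1 by the methods' t-test), so position on the slide is not the source through the reference signal. A difference in the time of killing stays open, since the smallest adjusted p among the 12 circadian clock genes was 0.492 but small shifts cannot be excluded by 12 genes. An effect of the diet on both genes is a hypothesis found on these data.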

How the results depend on the processing

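5 of the alternatives named here were chosen after seeing the data: the filter on the mean of both channels, outlier-flagged spots kept, the authors' table with the methods' t-test, and uncorrected signals with median centring, with and without that filter. The direction of the 38 Table S4 probes that passed the filter was the same under every alternative run. The mean of the Table S2 probes, signed by the listed direction, was above 0 under every alternative run, and 15 to 17 of 17 had that direction with each array left out. The counts of probes moved most, from 3 probes at an adjusted p under 0.05, 289 at an FC of 1.2, 29 at an FC of 1.5 and 1 at an FC of 2.0. The cause of the changes was not tested except where a value is given.

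Without background correction, the counts were 14 at an adjusted p under 0.05 and 2 at an FC of 2.0, and the direction of the median or of the test changed for the Table S3 probes (4 with the listed direction) and 6030422H21Rik (-0.0442). With the signals processed by Feature Extraction, the counts were 19 at an adjusted p under 0.05, 826 at an FC of 1.2, 76 at an FC of 1.5 and 9 at an FC of 2.0, and the direction of the median or of the test changed for the FoxO target genes (0.0191), the macrophage genes (-0.0209), 6030422H21Rik (-0.15) and Cyp4a14 (0.46). With median centring in place of loess, the counts were 1 at an adjusted p under 0.05, 443 at an FC of 1.2 and 2 at an FC of 2.0, and the direction of the median or of the test changed for the macrophage genes (-0.0302). With scale normalization between arrays, the counts were 0 at an adjusted p under 0.05, 152 at an FC of 1.2, 15 at an FC of 1.5, 3 at an FC of 2.0 and 4 lists past the threshold, and the direction of the median or of the test changed for the Table S3 probes (4 with the listed direction), the FoxO target genes (-0.0936), the macrophage genes (0.0224), 6030422H21Rik (-0.21), Eef2 (0.34) and Slc2a4 (-0.0554). With the Cy5 channel alone, the counts were 8 at an adjusted p under 0.05, 473 at an FC of 1.2 and 3 at an FC of 2.0, and the direction of the median or of the test changed for the macrophage genes (0.0187) and 6030422H21Rik (-0.18). With the authors' normalized table, the counts were 10 at an adjusted p under 0.05, 686 at an FC of 1.2, 48 at an FC of 1.5 and 4 at an FC of 2.0, and the direction of the median or of the test changed for the glycolytic fibre genes (0.0641), the PPAR target genes (-0.00599), the FoxO target genes (0.051), the macrophage genes (-0.00484) and 6030422H21Rik (-0.0423). Without the filter, the direction of the median or of the test changed for the glycolytic fibre genes (0.00825). With the slide as a block, the counts were 2 at an FC of 2.0. With the replicate block, the counts were 0 at an adjusted p under 0.05 and 2 at an FC of 2.0. By the methods' t-test, the counts were 1 probe in the Cy3 channel. With array quality weights, the counts were 14 at an adjusted p under 0.05 and 3 at an FC of 2.0, and the direction of the median or of the test changed for the Table S3 probes (4 with the listed direction), the PPAR target genes (0.0312), the FoxO target genes (0.0449), the circadian clock genes (0.0225) and Pdk4 (0.0449). With FC as ratio of arithmetic means, the counts were 3 at an FC of 2.0. With scale normalization and the replicate block, where 0 probes passed the adjusted p in limma, 956 and 1428 probes had an unadjusted p of up to 0.05.

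With the filter on the mean of both channels, the direction of the median or of the test changed for the glycolytic fibre genes (-0.0139). With the authors' table and the methods' t-test, the counts were 579 at an FC of 1.2 and 4 at an FC of 2.0, and the direction of the median or of the test changed for the glycolytic fibre genes (0.0641), the PPAR target genes (-0.00599), the FoxO target genes (0.051), the macrophage genes (-0.00484) and 6030422H21Rik (-0.0423). With median centring of uncorrected signals, the counts were 8 at an adjusted p under 0.05, 591 at an FC of 1.2, 44 at an FC of 1.5 and 4 at an FC of 2.0, and the direction of the median or of the test changed for the Table S3 probes (4 with the listed direction), the glycolytic fibre genes (0.0544), the PPAR target genes (0.00262), the FoxO target genes (0.0413), the macrophage genes (0.0126) and 6030422H21Rik (-0.0521). With uncorrected signals, median centring and the filter on the mean of both channels, the counts were 10 at an adjusted p under 0.05, 712 at an FC of 1.2 and 4 at an FC of 2.0, and the direction of the median or of the test changed for the Table S3 probes (4 with the listed direction), the glycolytic fibre genes (0.0818), the PPAR target genes (0.0116), the FoxO target genes (0.0687), the macrophage genes (0.0128) and 6030422H21Rik (-0.0247).

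The replicate numbers did not pair the mice. The deviations of same-numbered mice from their group means correlated across probes at between -0.34 and 0.73, and 4 of 8 pairs were over 0.1. The replicate numbers are therefore read as numbers only. Of the probes past p and an FC of 1.5, 86.2% were lower in the cHF+F+ROSI mice, against 72.4% with the signals processed by Feature Extraction, 66.7% with scale normalization, 71.4% with the Cy5 channel alone and 70.8% with the authors' table. At an FC of 1.2, 68.2% were lower, and 43.8% (312 lower and 400 higher) with uncorrected signals, median centring and the filter on the mean of both channels.

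With each array left out in turn, between 3 and 5 probes passed the adjusted p, between 228 and 428 an FC of 1.2, between 23 and 40 an FC of 1.5 and between 1 and 8 an FC of 2.0, the last count being reached without cHF+F+ROSI replicate 2. Between 4 and 6 Table S3 probes had the listed direction. The log2 values of results near 0 that changed sign ranged from -0.23 to 0.0334 for 1190003J15Rik, -0.19 to 0.28 for 6030422H21Rik, -0.0192 to 0.0547 for Cpt1a, -0.48 to 0.058 for Fos, -0.0612 to 0.0113 for the FoxO target genes, -0.29 to 0.0137 for H2-Q10, -0.078 to 0.00134 for the SREBP target genes, -0.0076 to 0.059 for the circadian clock genes, -0.0604 to 0.00155 for the glycolytic fibre genes, -0.0823 to 0.0292 for the macrophage genes, -2.30e-04 to 0.25 for the red blood cell genes. Without cHF+F+ROSI replicate 2, camera gave the opposite direction for the PPAR target genes, while their median stayed below 0, between -0.14 and -0.0379 over all arrays left out. The oxidative fibre genes lost their call without that mouse, with a median of -0.14 and a camera adjusted p of 0.0678.

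The signal over background limits what the arrays show. A 2-fold change made in the Cy5 signal of random probes was recovered as a log2 change of 0.60 in the probes weakest in Cy3 and of 0.94 in the probes brightest in it. With median centring in place of loess the values were 0.82 and 0.97, so part of the loss in weak probes lies in the loess step.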

Differences from the paper's values

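The alternatives called planned were set before the data were examined, and 5 others were chosen after seeing the values. A fold change is taken to differ where it is farther from the paper's than the spread between mice, and a count where it is more than 1.5 times larger or smaller.

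The fold change of 4933401F05Rik is -1.6 in the paper and was -1.34 here. The fold change of NAP051367-1 is -1.56 in the paper and was -1.24 here. The fold change of Spsb4 is -1.59 in the paper and was -1.24 here. The fold change of Tph1 is 1.51 in the paper and was 1.30 here. Each of these 4 values did not differ from the paper's under these planned settings, the processed signals, the Cy5 channel alone, median centring, no background correction and the authors' normalized table, and did under array quality weights, FC from arithmetic means, no filter, the filter on probes well above background, replicate block, scale normalization, slide as a block and the methods' t-test, and in 16 of 16 fits without 1 array. Among the alternatives chosen after seeing the values, each of these 4 values did not differ under uncorrected signals with median centring, uncorrected signals with median centring and the filter on the mean of both channels and the authors' table with the methods' t-test. The fold change of Cyp1a1 is 1.55 in the paper and was 1.31 here. Cyp1a1 did not differ from the paper's under these planned settings, the authors' normalized table, and did under no filter. Of the alternatives chosen after seeing the values, Cyp1a1 did not differ under uncorrected signals with median centring and the filter on the mean of both channels and the authors' table with the methods' t-test. The fold change of Mthfd2 is 2.16 in the paper and was 1.52 here. Mthfd2 did not differ from the paper's under these planned settings, the Cy5 channel alone, median centring and the authors' normalized table, and did under the processed signals, array quality weights, FC from arithmetic means, no background correction, no filter, the filter on probes well above background, replicate block, scale normalization, slide as a block and the methods' t-test, and in 16 of 16 fits without 1 array. From the alternatives chosen after seeing the values, Mthfd2 did not differ under uncorrected signals with median centring, uncorrected signals with median centring and the filter on the mean of both channels and the authors' table with the methods' t-test.

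The number of genes past p and an FC of 2.0 was 4 in the paper and 1 here. The number did not differ from the paper's under these planned settings, the Cy5 channel alone, array quality weights, FC from arithmetic means, scale normalization and the authors' normalized table, and did under the processed signals, median centring, no background correction, no filter, the filter on probes well above background, replicate block, slide as a block and the methods' t-test, and in 10 of 16 fits without 1 array. Out of the alternatives chosen after seeing the values, the number did not differ under uncorrected signals with median centring, uncorrected signals with median centring and the filter on the mean of both channels and the authors' table with the methods' t-test. These are counts only. With array quality weights 0 of 3 probes were in Table S4. Scale normalization and arithmetic means gave 2 of 3 each, the Cy5 channel alone 3 of 3 and the authors' table 4 of 4.

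Of the 40 probes of Table S4, 39 had a fold change within 0.01 of the paper's in the authors' normalized table, and 2 in the main analysis with loess. With uncorrected signals and median centring, which was chosen after seeing the values, 16 of 38 lay within 0.01, and with the filter on the mean of both channels added to these, also chosen after seeing the values, 0 of 40. Past p and an FC of 1.5 the paper counts 39 genes. The number was 29 here, 45 with the authors' normalized table and 40 with that table and the methods' t-test, the last chosen after seeing the values. The paper's 25922 probes kept by the background filter compare with 20703 spots here, and a filter on the mean of the Cy5 and Cy3 signal over background, chosen after seeing the values, kept 25922. Of the Table S4 probes, 40 passed p and an FC of 1.5 in the authors' normalized table and 19 here.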

Other observations

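The test of a known 2-fold change by brightness, the lists without single genes and the naming of genes outside Table S4 were chosen after results had been seen.

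The count of probes past p and an FC of 1.5 was as large as the real 29 in 19 of 100 splits of the 16 mice, the real one included, with a median of 10 in the others. The real count was reached by 14 splits at an FC of 1.2 and by 53 at an FC of 2.0, so chance cannot be excluded for any of these counts. A split by position on the slide, positions 1 and 4 against 2 and 3, mixes the diets and gave 54 probes at an FC of 1.5, 525 at an FC of 1.2 and 9 at an FC of 2.0, more than the real comparison. Slides 1 and 2 against 3 and 4 gave 423 at an FC of 1.2, and slides 1 and 3 against 2 and 4 gave 1 at an FC of 2.0. The other position split that mixes the diets, positions 1 and 2 against 3 and 4, gave fewer than the real comparison, 44 at an FC of 1.2, 5 at an FC of 1.5 and 0 at an FC of 2.0. With the slide as a block, the real comparison gave 29 at an FC of 1.5, 299 at 1.2 and 2 at 2.0. Between positions of a group, 4 arrays against 4, up to 168 probes passed, and between positions of different groups up to 190. Position and diet cannot be told apart for these counts, because each position holds mice of 1 group.

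The 17 Table S2 probes measured, which the study chose on cHF+F against cHF mice that are not among these 16, all moved here in the direction listed there. Their mean log2 fold change, signed by that direction, was 0.44 (a camera p of 1.48e-10, 1.86e-04 with an estimated correlation and 1.03e-04 by fry). In 2 of 100 splits, the real one included, the mean was as large, and another split reached 0.56. Chance is therefore unlikely but not excluded. The 10 probes in neither Table S4 nor the probes of the oxidative fibre list also moved that way. This held in 10 of 10 cases, with a mean of 0.31. The 10 probes had a camera p of 3.04e-05 and a fry p of 9.71e-04, and no other splits were drawn for them. They still held the Table S2 probes of Myh7, with the largest value of 0.57, and of Tpm3. The list measured these genes by other probes, so the 10 probes are not free of slow fibre genes. A hypothesis is that n-3 LC-PUFA acted on the Table S2 genes with and without rosiglitazone. A shared technical cause in both studies was not tested. Of the 12 Table S3 probes, 5 moved as in cHF+ROSI against cHF, in a comparison that the shared cHF+ROSI mice bias toward the opposite direction. The p of this list was 0.713 by camera and 0.823 by fry.

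The oxidative fibre and the ATF4 target genes were the 2 lists past the adjusted p by camera. The oxidative fibre list holds Csrp3 and Fhl1 of Table S4, which were chosen on these mice. The 9 slow fibre genes without them had a median log2 fold change of -0.39, and no camera test was run on these 9 alone. With array quality weights the oxidative fibre genes did not pass (median -0.12, camera adjusted p 0.128). The immediate early genes, with a camera adjusted p of 0.105 here, passed with median centring (0.0112), scale normalization (0.0156), the Cy5 channel alone (0.0495), the slide as a block (0.00875), the replicate block (0.00627) and array quality weights (0.0018), and the red blood cell genes with scale normalization (0.0123). As many lists passed in 67 of 100 splits, so chance cannot be excluded. Slides 1 and 4 against 2 and 3 gave 5 lists, and the splits by position 3 and 2. Trib3 and Mthfd2 were higher in 8 of 8 cHF+F+ROSI mice than the cHF+ROSI mean, and activity of the transcription factor ATF4 was tested as an explanation. The other 16 ATF4 target genes had a median log2 fold change of 0.05 and a camera p of 0.0533, which leaves it open. Foxo1 was higher by 0.57 in log2, above the cHF+ROSI mean in 5 of 8 mice, and by 0.36 by another probe, while the 8 other FoxO target genes had a camera p of 0.395 and members in both directions, which decides nothing.

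With values taken as deviations from the group means, Scd1 followed the 7 genes abundant in fat tissue across the 16 mice (Pearson's r = 0.79, permutation p = 5.70e-04, adjusted 0.00228 over 4 relations, Spearman's rho = 0.71, permutation p = 0.0041, adjusted 0.0164). The permutations were made within the groups. Within the groups r was 0.80 and 0.79, and 0.62 without the 2 mice farthest from the median. Fat tissue in the sample may therefore add to the spread of Scd1 between mice. The median log2 fold change of the fat genes was 0.32, opposite to Scd1, with 0.44 for Adipoq and 0.48 for Cfd, but with a spread that leaves its part in the group difference open.

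As a set, the Table S4 fold changes were not carried by the reference. In the Cy3 channel alone, their median size was 0.0348 in log2, against 0.65 in Cy5 alone. Single genes differed in Cy3 by more, up to 0.29 for Itgb1bp3. Fhl1 differed by 0.27 in Cy3 and by -0.40 in Cy5, against -0.68 in the ratio, so part of these values lies in the reference. Loess may take up part of a change in probes dim in Cy3. A known 2-fold change in Cy5 was recovered as 0.69 in the probes dimmest in Cy3 and as 0.95 in the brightest, both with loess and no background correction.

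Past p and an FC of 1.5 but outside Table S4 were 10 probes, all lower in the cHF+F+ROSI mice, of Dscr1, Pi16, Rn18s, Cmya1, BC048507, Ankrd1, Tnfrsf12a, Lars2, Ankrd2 and Grn. None passed the adjusted p in limma. Against the paper's qRT-PCR values of Table S6 for re-fed mice, the array values of 15 of 18 genes had the same sign, all but Cd36, Cpt1b and Ppargc1a. Across genes, which are not independent replicates, Pearson's r was 0.76 and Spearman's rho 0.80. The qRT-PCR used re-fed mice of the same experiment, and the paper took 10 of its genes from the array results. The likeness is therefore not independent evidence. Another probe of Gpd1 (-0.14) and of Cpt1b (-0.007) had the opposite sign to the probe used. The qRT-PCR value of Ppargc1a was near 0 (-0.018).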
